# Impaired stem cell differentiation and somatic cell reprogramming in DIDO3 mutants with altered RNA processing and increased R-loop levels

**DOI:** 10.1038/s41419-021-03906-2

**Published:** 2021-06-21

**Authors:** Agnes Fütterer, Amaia Talavera-Gutiérrez, Tirso Pons, Jesús de Celis, Julio Gutiérrez, Verónica Domínguez Plaza, Carlos Martínez-A

**Keywords:** Cell biology, Embryonic stem cells

## Abstract

Embryonic stem cell (ESC) differentiation and somatic cell reprogramming are biological processes governed by antagonistic expression or repression of a largely common set of genes. Accurate regulation of gene expression is thus essential for both processes, and alterations in RNA processing are predicted to negatively affect both. We show that truncation of the *DIDO* gene alters RNA splicing and transcription termination in ESC and mouse embryo fibroblasts (MEF), which affects genes involved in both differentiation and reprogramming. We combined transcriptomic, protein interaction, and cellular studies to identify the underlying molecular mechanism. We found that DIDO3 interacts with the helicase DHX9, which is involved in R-loop processing and transcription termination, and that DIDO3-exon16 deletion increases nuclear R-loop content and causes DNA replication stress. Overall, these defects result in failure of ESC to differentiate and of MEF to be reprogrammed. MEF immortalization restored impaired reprogramming capacity. We conclude that DIDO3 has essential functions in ESC differentiation and somatic cell reprogramming by supporting accurate RNA metabolism, with its exon16-encoded domain playing the main role.

## Introduction

Developmental differentiation and cell reprogramming are related biological processes that share certain common players and mechanisms [1]. Transcription networks are a hallmark, and include the pluripotency-related transcription factors OCT4, KLF4, and SOX2, all involved in self-renewal in pluripotent embryonic stem cells (ESC), as well as c-MYC (OKSM). These factors must be downregulated to permit ESC differentiation, and reexpressed for somatic cell reprogramming [2–4]. These transitions imply modifications in cell structures, cytoskeleton organization, cell polarity, and cell-cell contacts [5], all of which require changes in gene expression profiles.

Coordinated RNA processing and metabolism is a prerequisite for differentiation and reprogramming. Complex mechanisms such as RNA splicing [6, 7], alternative termination [8], stability and transport [9], and expression regulation by miRNAs [10] are necessary. Growing evidence also links R-loop formation and dynamics to the physiological processing of gene regulation [11, 12]. R-loops consist of a DNA/RNA hybrid that leaves the non-template DNA as single strand, a possible source of DNA breaks. Although initially described as transcription byproducts that threaten genome integrity, R-loops are important transcription regulators [11, 13–15] that participate in cell fate determination [16, 17] and somatic cell reprogramming [18]. Deregulation of R-loops leads to cell stress, especially when transcription meets replication [19–21]. RNA-binding proteins and splicing factors prevent R-loop formation, and processing factors such as RNaseH and helicases can dissolve them [22].

The *DIDO* gene participates in several of these processes. It is connected to chromatin remodeling processes and is stemness-related [23]. Its N-terminal truncation (DIDOΔNT) leads to genomic instability [24, 25] and yields live mice, although they develop myeloid neoplasms [26]. In contrast, DIDO3 isoform-specific C-terminal deletion (DIDO3ΔCT) is embryonic lethal in mice; ESC derived from such mutants do not differentiate in vitro, but maintain self-renewal capacity [27]. DIDO3 is implicated in correct isoform splicing. DIDO3ΔCT mutants do not express DIDO1, its smallest isoform [28], which must be upregulated during differentiation [23] and is involved in downregulation of stemness genes [28]. The DIDO3 and splicing factor SFPQ interaction was recently described, and DIDO3 was linked to correct, efficient RNA splicing [29].

Here we describe embryonic lethality of the conditional DIDO3ΔE16 mutant. Its ESC failed to differentiate in vitro, and RNA-seq analysis showed isoform differences and aberrations in RNA termination. Among the genes affected we found *POU5f1*/OCT4, and identified DIDO3 DNA binding at the *POU5f1* 3′UTR region. ChIP-seq analysis indicates a relationship between DIDO3 and RNA pol II binding and R-loops at the 3′ gene ends. This link is strengthened by DIDO3 C terminus interaction with the DHX9 helicase, by co-immunoprecipitation of both proteins with R-loops, and by results from DHX9 knockdown experiments. We found higher R-loop levels in ESC and primary mouse embryonic fibroblasts (MEF) from DIDO3ΔE16 mutants, which result in DNA damage and lead to replication stress; primary MEF thus fails to undergo somatic cell reprogramming.

Based on these data, we propose a model that links ESC differentiation and somatic cell reprogramming with cell stress caused by impaired R-loop regulation, RNA splicing, and termination.

## Results

### Embryonic lethality and ESC differentiation defects following conditional deletion of DIDO exon16

We crossed *DIDO-tm3Cmar* mice bearing the floxed DIDO3-specific exon16 with *Tg(SOX2-Cre)1Amc* mice [30] for Cre-mediated deletion (Fig. 1a). After intercrossing heterozygous DIDO3ΔE16 mice, we examined F2 embryos; there were no live embryos with homozygous deletion beyond d7.5 (Fig. 1b). Established homozygous ESC showed impaired differentiation in vitro, seen as persistence of OCT4 and DIDO3ΔE16 after LIF (leukemia inhibitory factor) withdrawal (Fig. 1c), as described for constitutive deletion [27, 28]. Here we refer to deletion of the floxed mutant as DIDO3ΔE16 and to the previous C-terminal deletion mutant as DIDO3ΔCT; both affect the same exon16.

**Fig. 1:**
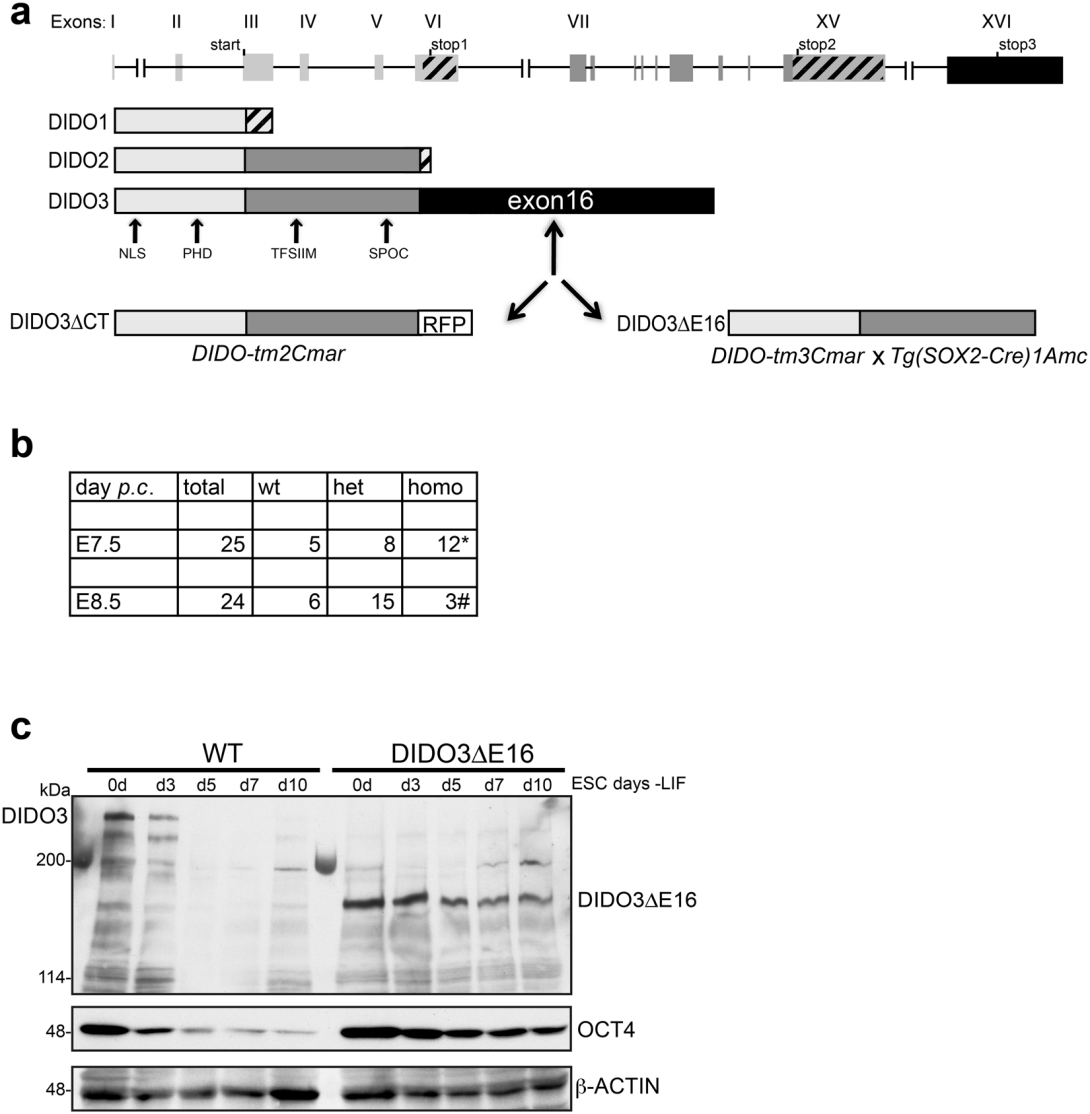
DIDO3ΔE16 mutant and its phenotype in vivo and in vitro. **a** *DIDO* gene structure and DIDO protein isoforms and their domains in WT, constitutive DIDO3ΔCT, and conditional DIDO3ΔE16 mutants; NLS nuclear location signal, PHD plant homeodomain, TFSIIM transcription elongation factor S-II subunitM, SPOC Spen paralog and ortholog module, RFP red fluorescent protein. **b** Embryonic lethality at E7.5 and E8.5 post-coitum of DIDO3ΔE16 homozygous (homo) embryos compared to wild type (WT) and heterozygous (het) embryos. The asterisk (*) indicates morphological anomalies and the octothorpe (#), signs of resorption. **c** Western blot analysis of cell lysates from embryonic stem cells (ESC) and embryonic bodies at different times (d3, d5, d7, d10) after leukemia inhibitory factor (LIF) withdrawal from WT and DIDO3ΔE16, tested by monitoring DIDO3 or DIDO3ΔE16 and OCT4 protein levels, using β-ACTIN as loading control.

### DIDO3 is implicated in alternative isoform splicing and RNA transcription termination

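RNA was sequenced from mouse embryonic stem cells (ESC) of 3 groups: WT; DIDO3ΔE16, which lack the DIDO3-specific exon; and DIDO3ΔCT+HADIDO3, in which cells with a C-terminal deletion of DIDO3 express HA-tagged DIDO3. Each group was represented by 3 libraries. The sample labels name 4 WT samples, but WT replicates 2 and 3 share a library number, so they were treated as 1 library, called WT replicate 2-3. WT replicates 1 and 4 were run on a family of flow cells different from that of all other libraries, and WT replicate 2-3 is the only WT library from the flow cell family of the mutants. The authors aligned them to mm10 with BWA-MEM, removed duplicates with Picard, and ran StringTie on 43031 features, each the 3′UTR of a UCSC transcript with 2 kb added downstream. TPM (the length-normalized share of a feature in its library) and mean coverage of each feature in each library were used here; read counts per feature were not. Coverage multiplied by feature length added up to 1.95 to 2.27 Gb in the WT libraries (median 1.97), 1.46 to 2.15 Gb in DIDO3ΔE16 (median 1.93) and 2.15 to 2.62 Gb in DIDO3ΔCT+HADIDO3 (median 2.26). A TPM of 1 stood for a mean coverage of 0.434 to 0.775 reads per base, depending on the library. Between 29161 and 31223 features per library had a TPM above 0.

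Libraries were scaled by a trimmed mean of log2 ratios, and log2(TPM + 0.1) was compared between groups with limma for features with a TPM above 0 in every library of the comparison. As in the paper, a feature was called altered at an absolute log2 fold change of at least 0.7 and an adjusted p (Benjamini-Hochberg) under 0.05. Across features that share no base with another feature on their strand, pairs of libraries of the same group had a Pearson correlation of 0.988 to 0.992, and pairs from different groups 0.924 to 0.963; these are correlations across features, which are not independent replicates. For a value on its own, 3 libraries against 3 cannot give an exact permutation p below 0.1. The transcripts of a gene are listed apart, and 22791 features (53.0%) had the same coordinates as at least 1 other feature. These are called features of the same site here. Genes are given by their mouse symbols, such as Jam2 for JAM2.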

We isolated RNA from WT, DIDO3ΔE16, and from DIDO3ΔCT ESC reconstituted with HADIDO3, and performed stranded RNA-sequencing (RNA-seq). We aligned sequences to the mouse reference genome (GRCm38/mm10 assembly) and analyzed data with the DEXSeq [31] program, which evaluates differential usage of exonic regions as a proxy for alternative isoform regulation. We found 290 exons with significant differences in WT compared to DIDO3ΔE16 ESC, and almost all exons recovered normal expression in DIDO3ΔCT ESC after HADIDO3 reconstitution (Supplementary Table 1; Supplementary Fig. 1a). 

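Dido1 lies on the reverse strand of chromosome 2, and its features lie at 3 sites with different 3′ ends. The most distal site (mm10, 180655963 to 180659338) is feature uc008ojq.2, with 16.1 ± 2.17 TPM (SD, n = 3 libraries) in WT, 0.455 ± 0.129 in DIDO3ΔE16 and 11.5 ± 0.578 in DIDO3ΔCT+HADIDO3. Its log2 fold change in DIDO3ΔE16 relative to WT was −4.94 (standard error 0.23, adjusted p = 0.000558, limma with Benjamini-Hochberg adjustment). The DIDO3ΔE16 allele lacks the DIDO3-specific exon, and the paper states that DIDO3ΔCT affects the same exon. Which site lies in that exon was not determined here. Values at the most distal site can therefore reflect the engineered alleles themselves. The most proximal site (180678954 to 180683548), which ends the shortest transcripts, is listed as 2 features. There, feature uc008ojv.2 had 43.0 ± 12.3 TPM in WT, 6.62 ± 0.445 in DIDO3ΔE16 and 44.7 ± 1.59 in DIDO3ΔCT+HADIDO3. In WT replicate 2-3 its TPM was 28.9 because 21.8 were assigned to the other feature of the site, uc008oju.2. Summed over the site, TPM was 50.3 ± 1.64 in WT, 6.62 ± 0.444 in DIDO3ΔE16 and 44.8 ± 1.59 in DIDO3ΔCT+HADIDO3. The log2 fold change of the sum was −2.97 in DIDO3ΔE16 (adjusted p = 4.68e-05, limma with Benjamini-Hochberg adjustment). In DIDO3ΔCT+HADIDO3 it was −0.27 relative to WT (adjusted p = 0.0117 by limma with Benjamini-Hochberg), which is under the fold threshold. The site between them (180663936 to 180669364) rose in DIDO3ΔE16: feature uc008ojt.2 had 4.82 ± 0.067 TPM in WT, 89.4 ± 7.29 in DIDO3ΔE16 and 8.12 ± 0.723 in DIDO3ΔCT+HADIDO3. Because of this rise, TPM summed over all transcripts of Dido1 was higher in DIDO3ΔE16 than in WT, with a log2 fold change of 0.37.

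**Figure D1:**
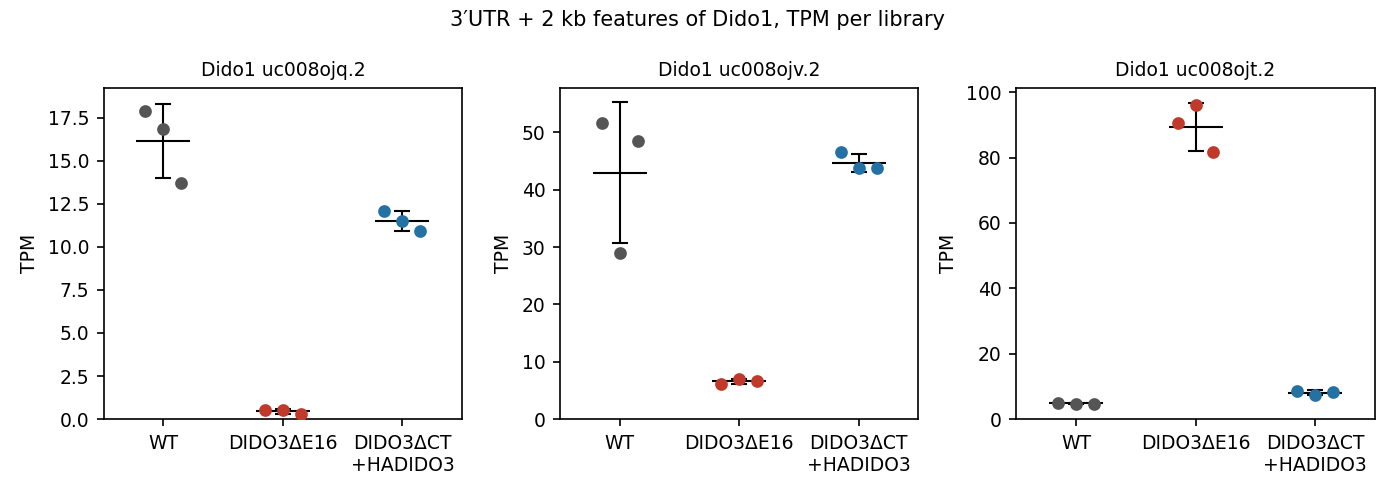
TPM of a feature at each of the 3 sites of Dido1 (y axes) in the libraries of WT, DIDO3ΔE16 and DIDO3ΔCT+HADIDO3 (x axes). Points are libraries, and black lines are the mean and SD; the distal (uc008ojq.2) and proximal (uc008ojv.2) features are lowest in DIDO3ΔE16, and the feature between them (uc008ojt.2) is highest there.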

As predicted, *DIDO* was among the genes found and RNA-seq data confirmed the reported lack of splicing to the DIDO1 isoform [23, 28]; HADIDO3 reconstitution restored DIDO1 expression (Supplementary Fig. 1b).

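Of 25293 features tested between DIDO3ΔE16 and WT, 3093 were altered, 2084 of them higher and 1009 lower in DIDO3ΔE16. They belong to 2713 genes. An adjusted p threshold of 0.01 moved the number of altered features most, to 1840. In 11001 of the tested features (43.5%), the 3 values of 1 group all lay above the 3 values of the other group, where chance alone gives 10%; all altered features did so. Between DIDO3ΔCT+HADIDO3 and WT, 25337 features were tested and 3429 were altered, of which 2022 were higher and 1407 lower. The log2 values of a feature varied between libraries of the same group with a median SD of 0.233 in the DIDO3ΔE16 and WT fit.

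The largest changes fell on sites that list several transcripts. Among altered features with a mean TPM of at least 1 in either group, the largest increases in DIDO3ΔE16 were at Cdk2 (uc007hny.2, log2 fold change 8.44), Elp3 (uc007ujk.2, 7.71) and Kat5 (uc008gdz.2, 7.42). The largest decreases were at 2 features of Jade1 (uc008pck.2 and uc008pcj.2, −8.48 and −8.47) and at Zranb2 (uc008rve.1, −8.25). All 6 share their coordinates with other features. When TPM was summed over the features of the site, which was chosen after seeing the data, the log2 fold change was −0.17 for Cdk2, 0.09 for Elp3, −1.02 for Kat5, 1.21 for Jade1 and −0.24 for Zranb2. At Kat5 a site that overlaps this one (uc008ged.2) rose from 1.60 ± 0.131 TPM (SD, n = 3) in WT to 79.5 ± 1.01 in DIDO3ΔE16, and TPM summed over all transcripts of the gene had a log2 fold change of 0.05 (adjusted p = 0.608, limma with Benjamini-Hochberg adjustment). The sum at Jade1 itself ranged from 29.4 to 375 TPM within WT. Sites that share no base with another feature on their strand rarely varied so much: 9 of 6222 (0.145%) with at least 10 TPM in some library differed by more than 10-fold between libraries of the same group, against 1885 of 7171 (26.3%) of the sites that do share bases.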

For observed 3′UTR read-throughs of transcripts, we reanalyzed the RNA-seq data and calculated expression differences with 2 kb added downstream of the defined 3′UTRs. Genes whose expression of prolonged 3′UTR in DIDO3ΔE16 recovered normal levels after reconstitution with HADIDO3 are shown (Supplementary Table 2).

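Of the 3093 features altered in DIDO3ΔE16, 2932 were also tested in DIDO3ΔCT+HADIDO3 against WT. In that comparison 579 were altered in the same direction, 366 were altered in the opposite direction, and the others were not altered. Features not altered in the same direction numbered 2353 (80.25%), 1518 of them higher and 835 lower in DIDO3ΔE16. The median ratio of the log2 fold change in DIDO3ΔCT+HADIDO3 to that in DIDO3ΔE16 was 0.123. Restricting the test to features that share no base with another on their strand, chosen after seeing the data, left 1462 such features (74.6%), the lowest percentage over the alternatives tried. A direct comparison of DIDO3ΔE16 with DIDO3ΔCT+HADIDO3, which uses no WT library, found the same direction of alteration for 1774 of the 2353 (75.4%). This percentage also depends on how many features are altered in each line. In 20 simulations with unrelated changes in the 2 lines and the same WT libraries, 93.3% to 95.5% of the features altered in the 1st line were not altered in the same direction in the 2nd; fewer features were altered there than in the data (2336 to 2436 in the 1st line and 1978 to 2124 in the 2nd). When the calls of DIDO3ΔCT+HADIDO3 were shuffled among features of similar level, which keeps their number but leaves out the shared WT libraries and was chosen after seeing the data, it was 88.85% to 92.29% in 1000 shuffles. In the reverse direction, of 3352 features altered in DIDO3ΔCT+HADIDO3 and tested in both lines, 2773 (82.7%) were not altered in the same direction in DIDO3ΔE16. Across 24472 features tested in both, the log2 fold changes of the 2 lines relative to WT had a Pearson r of 0.32 and a Spearman rho of 0.22; features are not independent replicates, and both comparisons use the same WT libraries. Simulated lines with unrelated changes that share the WT libraries gave an r of 0.26 to 0.30, and simulated lines with no change a mean r of 0.496 and a mean rho of 0.427.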

As DIDO3 binds to chromatin [28], we tested whether expression alterations are linked to DIDO3-DNA binding, using data from ChIP-seq experiments ([28] GEO: GSE85029). HADIDO3 peaks were found preferentially in genome regions with a high density of gene coding sequences (Supplementary Fig. 1c). We associated HADIDO3 binding sites to the gene with the nearest transcription start site (TSS) and to flanking genes (up to 5 kb) and reanalyzed the ChIP-seq peaks with the ChIPseeker program [32], which identified peak location (Supplementary Table 3). Combined analysis of ChIP- and RNA-seq data showed candidate genes with expression alterations in DIDO3ΔE16 ESC when recovered by HADIDO3 expression (Fig. 2a). Gene ontology analysis of affected genes showed significantly enriched biological processes (Supplementary Fig. 1d); we depicted the expression pattern of selected genes in these processes (Fig. 2b).

**Fig. 2:**
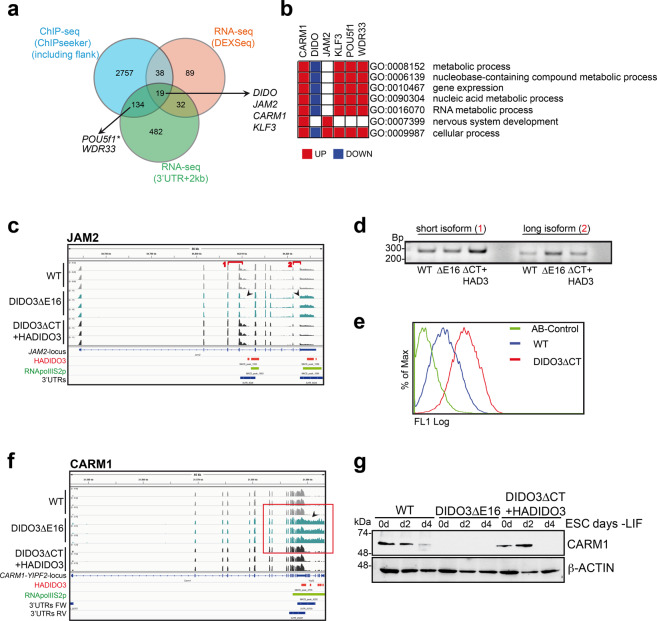
DIDO3ΔE16 ESC expression alterations detected by RNA-seq, with effects on protein expression. **a** The Venn diagram depicts the relationship of genes identified for altered expression in DIDO3ΔE16 ESC compared to WT, and restored in DIDO3ΔCT+HADIDO3 in RNA-seq (DEXSeq, Supplementary Table 1; 3′UTR + 2 kb, Supplementary Table 2), and a DIDO3 DNA-binding site determined by ChIPseeker of previous ChIP-seq data (Supplementary Table 3); some relevant examples are highlighted. Note: (*) Significant alteration (1.5-fold difference; FDR < 0.05) was not detected by RNA-seq data analysis, but RT-PCR confirmed a prolonged 3′UTR of the transcript only in the DIDO3ΔE16 mutant ESC. For details, see Results. **b** GO term enrichment analysis and heatmap of the selected genes. UP- and DOWN regulated genes in DIDO3ΔE16 versus WT are shown in red and blue, respectively. Significantly enriched GO terms (biological processes) were identified using DAVID (https://david.ncifcrf.gov/), g: Profiler (https://biit.cs.ut.ee/gprofiler/gost), and GSEA (https://www.gsea-msigdb.org/). For additional details of the enrichment analysis, see Supplementary Fig. 1d. **c** *JAM2* example gene; IGV image shows the *JAM2* locus, aligned and normalized RNA-seq reads of triplicates of WT, DIDO3ΔE16, and DIDO3ΔCT+HADIDO3 ESC as well as DIDO3 ChIP-seq peaks (red) with overlapping RNA pol II S2p peaks (green) and defined 3′UTR regions (blue). **d** Different abundance of *JAM2* short isoform1 and long isoform2 (indicated in c), confirmed in WT, DIDO3ΔE16, and DIDO3Δ+HADIDO3 RNA as tested by RT-PCR. **e** The histogram shows abundance of the JAM2 protein in WT and DIDO3ΔCT ESC as measured by flow cytometry analysis after anti-JAM2 antibody staining. **f** *CARM1* example gene; parameters as in (**b**) for the *CARM1* locus, focusing on 3′UTR read-throughs in the DIDO3ΔE16 mutant (red box). **g** Western blot analysis of lysates of ESC and embryonic bodies without LIF at d2 and d4, comparing CARM1 protein levels in WT, DIDO3ΔE16, and DIDO3ΔCT+HADIDO3 cells; β-ACTIN used as loading control.

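The genes of the DEXSeq circle and the 3′UTR + 2 kb circle can be compared in the 3′UTR + 2 kb values; exon-level values and ChIP-seq peaks were not analysed here. The paper's Supplementary Table 1 lists 290 exons of 178 genes, and 172 of these genes had a tested 3′UTR + 2 kb feature. At least 1 feature was altered in DIDO3ΔE16 in 85 of them (49.4%), compared with 2628 of 14963 other genes (17.6%). The odds ratio was 4.59 (2-sided Fisher's exact test, p = 2.86e-21). It was lowest, 3.02, when only features that share no base with another on their strand were used, an alternative chosen after seeing the data. Both analyses use the same libraries.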

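Pou5f1 (uc012arj.2) had a log2 fold change of 0.31 in DIDO3ΔE16 relative to WT (standard error 0.26; adjusted p = 0.467, limma with Benjamini-Hochberg adjustment). In DIDO3ΔCT+HADIDO3 it was −0.02 (standard error 0.25). In the direct comparison of DIDO3ΔE16 with DIDO3ΔCT+HADIDO3 it was 0.32 (adjusted p = 0.0273, limma with Benjamini-Hochberg adjustment). The difference between DIDO3ΔE16 and WT was smaller than the spread of the WT libraries and depended on WT replicate 4. Without that library it was 0.59, under the fold threshold. Over the alternatives set before the data were examined, the limma adjusted p (Benjamini-Hochberg) of this difference ranged from 0.0283 to 0.83. The difference was −0.14 when the features of the site were summed, an alternative chosen after seeing the data. In this sum too, WT replicate 4 lay above every DIDO3ΔE16 library, and the other WT libraries lay below every one.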

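The direction of these genes was also computed from TPM summed over all transcripts of each gene, in place of the single features of the 3′UTR + 2 kb analysis. With this sum, the log2 fold change in DIDO3ΔE16 relative to WT was 1.86 for Carm1, 1.33 for Jam2, 0.69 for Klf3 and 0.31 for Wdr33. This was the same direction as at Carm1 uc009olw.2, Jam2 uc007ztg.2, Klf3 uc008xmt.1 and Wdr33 uc008eis.2. The upstream features Klf3 uc008xmu.1 (−0.96) and Wdr33 uc008ein.2 and uc008eio.2 (−0.36 each) had the opposite direction. The sum of Dido1 had the opposite direction to the distal and proximal features and the same direction as the site between them. For Pou5f1 the sum fell by 0.15 on the log2 scale, with an adjusted p of 0.83 (limma with Benjamini-Hochberg adjustment), the opposite direction to feature uc012arj.2. In the WT libraries other than replicate 4 this sum was lower than in every DIDO3ΔE16 library.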

To validate the results, we used RT-PCR and/or western blot to correlate changes in RNA and protein expression. We selected *KLF3*, involved in proliferation, development, and differentiation [33], and *WDR33*, identified by its role in 3′RNA processing [34, 35]. 

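Klf3 lies on chromosome 5, and its features form 2 sites. The site farther downstream (mm10, 64829159 to 64832129) is listed as 2 features, nearly all of whose TPM was in uc008xmt.1. This feature had 133 ± 11.8 TPM (SD, n = 3) in WT, 245 ± 5.68 in DIDO3ΔE16 and 39.6 ± 0.95 in DIDO3ΔCT+HADIDO3. Relative to WT, the log2 fold change of uc008xmt.1 was 0.83 in DIDO3ΔE16 (standard error 0.07; adjusted p = 0.00193, limma with Benjamini-Hochberg adjustment) and −1.82 in DIDO3ΔCT+HADIDO3 (adjusted p = 0.000281). The upstream site (64823034 to 64826806) moved the other way: feature uc008xmu.1 had 17.2 ± 1.42 TPM in WT, 9.14 ± 1.56 in DIDO3ΔE16 and 27.0 ± 0.45 in DIDO3ΔCT+HADIDO3. Its log2 fold change in DIDO3ΔE16 was −0.96 (adjusted p = 0.011 from limma with Benjamini-Hochberg adjustment).

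Wdr33 lies on chromosome 18. Its most downstream 3′ end is shared by uc008eis.2 (31906996 to 31910987) and uc012bat.1 (from 31906943), which had 0 TPM in 1 library of each group. A feature on the opposite strand also overlaps the site. TPM of uc008eis.2 was 40.1 ± 2.41 in WT, 77.8 ± 3.11 in DIDO3ΔE16 and 29.5 ± 0.505 in DIDO3ΔCT+HADIDO3, so each library of DIDO3ΔE16 lay above every WT library. The log2 fold change of uc008eis.2 was 0.90 in DIDO3ΔE16 (standard error 0.06; adjusted p = 0.00128, limma with Benjamini-Hochberg adjustment) and −0.52 in DIDO3ΔCT+HADIDO3 (adjusted p = 0.00365). Features of Wdr33 with upstream 3′ ends were lower in DIDO3ΔE16, with log2 fold changes of −0.36 for both uc008ein.2 and uc008eio.2, and stayed under the fold threshold; TPM summed over all transcripts of the gene did too.

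**Figure D2:**
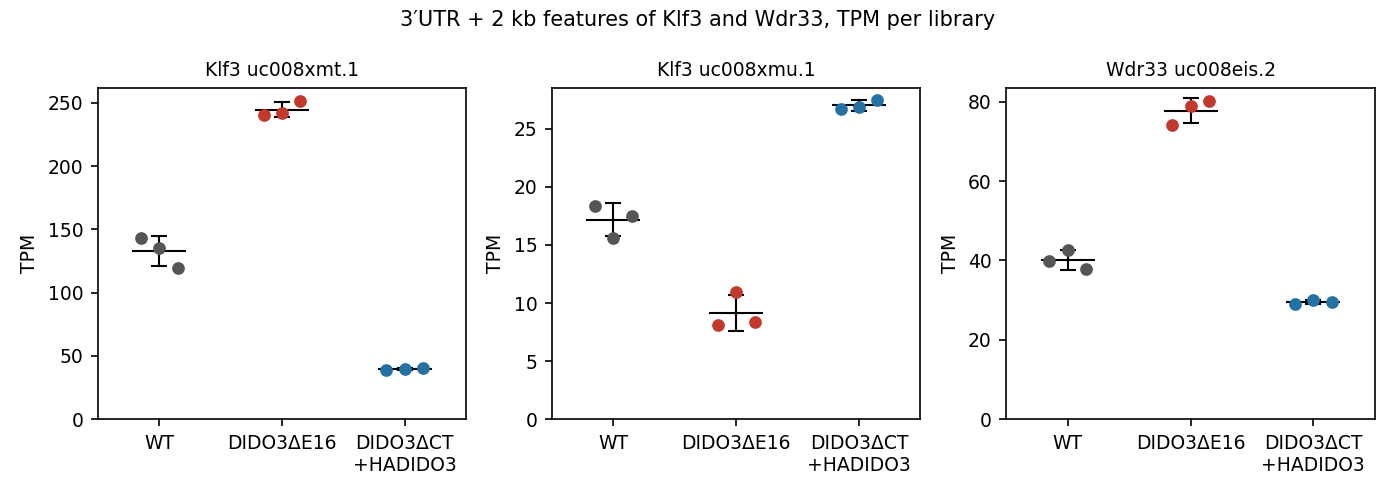
TPM of the downstream (uc008xmt.1) and upstream (uc008xmu.1) features of Klf3 and of the last feature of Wdr33 (y axes) in the libraries of WT, DIDO3ΔE16 and DIDO3ΔCT+HADIDO3 (x axes). Points are libraries, and black lines are the mean and SD; the downstream Klf3 feature and the Wdr33 feature are highest in DIDO3ΔE16, and the upstream Klf3 feature is lowest there.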

For both, we confirmed alterations in RNA expression; DIDO3ΔE16 ESC preferentially express the longer *KLF3* isoform (Supplementary Fig. 2a, b) and a longer 3′UTR RNA region of *WDR33* (Supplementary Fig. 2d, e). Analysis with available antibodies detected no alterations in protein expression in either case (Supplementary Fig. 2c, f, respectively).

Additional candidates were *JAM2*, expressed in ESC [36] and implicated in cell polarization [37], as is DIDO [27, 28], and *CARM1*, identified in early developmental differentiation [38]. 

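Jam2 lies on chromosome 16, and its features have 2 different 3′ ends. The downstream feature uc007ztg.2 (mm10, 84822820 to 84828375), which overlaps a feature on the opposite strand, had 116 ± 11.5 TPM (SD, n = 3) in WT, 477 ± 1.33 in DIDO3ΔE16 and 97.6 ± 1.89 in DIDO3ΔCT+HADIDO3. Its log2 fold change was 1.99 in DIDO3ΔE16 (standard error 0.07; adjusted p = 0.000295, limma with Benjamini-Hochberg adjustment) and −0.33 in DIDO3ΔCT+HADIDO3 (adjusted p = 0.0314). The upstream feature uc007ztf.1 (84809646 to 84812996) had 115 ± 4.05 TPM in WT and 131 ± 5.62 in DIDO3ΔE16, a log2 fold change of 0.14 (adjusted p = 0.119, limma with Benjamini-Hochberg adjustment). In DIDO3ΔCT+HADIDO3 it had 203 ± 5.46 TPM, a log2 fold change of 0.73 relative to WT (adjusted p = 0.000588, limma with Benjamini-Hochberg adjustment).

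**Figure D3:**
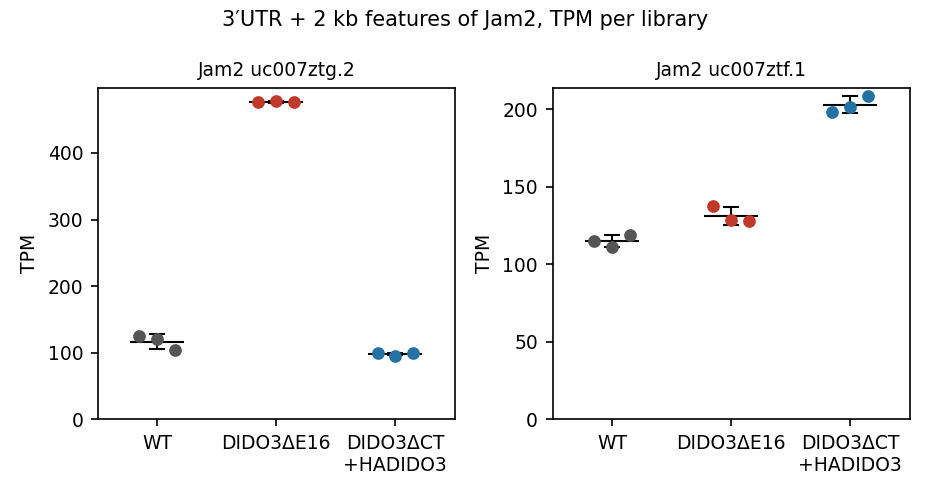
TPM of the downstream (uc007ztg.2) and upstream (uc007ztf.1) features of Jam2 (y axes) in the libraries of WT, DIDO3ΔE16 and DIDO3ΔCT+HADIDO3 (x axes). Points are libraries, and black lines are the mean and SD; the downstream feature is highest in DIDO3ΔE16 and the upstream feature in DIDO3ΔCT+HADIDO3.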

RNA expression of the large *JAM2* isoform was increased (Fig. 2c, d), and surface protein expression in mutant was elevated ESC (Fig. 2e). 

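Carm1 lies on the forward strand of chromosome 9, and its site (mm10, 21588189 to 21591465) is listed as 3 features, nearly all of whose TPM was in uc009olw.2. This feature had 50.4 ± 5.71 TPM (SD, n = 3) in WT, 191 ± 8.85 in DIDO3ΔE16 and 53.7 ± 8.6 in DIDO3ΔCT+HADIDO3. Its log2 fold change was 1.88 in DIDO3ΔE16 (standard error 0.1; adjusted p = 0.00079, limma with Benjamini-Hochberg adjustment). In DIDO3ΔCT+HADIDO3 it was −0.0003 (adjusted p = 1.0 by limma with Benjamini-Hochberg), and its sign depended on the scaling of the libraries. The site overlaps that of Yipf2 on the reverse strand (21586682 to 21589646), and the StringTie command line of the authors names no strand option. TPM summed over the 3 features of the Yipf2 site was 531 ± 50.7 in WT, 104 ± 53.8 in DIDO3ΔE16 and 460 ± 47.4 in DIDO3ΔCT+HADIDO3. Summed, the log2 fold change in DIDO3ΔE16 was −2.59 (adjusted p = 0.0188, limma with Benjamini-Hochberg adjustment). The feature uc009oma.2 alone had −3.11 with an adjusted p of 0.0861, and DIDO3ΔE16 replicate 3 had 14.4 TPM where replicate 1 had 140.5; without replicate 3 it was −2.04 and past the threshold.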

For *CARM1*, we observed a RNA read-through at its termination region (Fig. 2f); this resulted in an almost complete absence of CARM1 protein in DIDO3ΔE16 ESC, which was restored following HADIDO3 expression (Fig. 2g).

### *POU5f1* transcriptional termination and regulation by DIDO

The *POU5f1* gene encodes OCT4, the main core component for ESC self-renewal [39–41]. ESC from DIDO3ΔCT [27] and DIDO3ΔE16 have an OCT4 downregulation delay during in vitro differentiation. ChIP-seq data identified a HADIDO3 binding site of the *POU5f1* 3′UTR within the 2-kb regulatory region (Fig. 3a). We confirmed DIDO3 binding by quantitative PCR and found 2.5 ± 1.2-fold ChIP enrichment when normalized to input levels. RT-PCR verified a read-through at transcription termination in the DIDO3ΔE16 ESC (Fig. 3b). To study the potential influence of *POU5f1* 3′RNA extension on OCT4 protein persistence in DIDO3ΔE16 ESC, we constructed two *POU5f1* expression plasmids, one with WT 3′UTR and one with the extended 3′UTR, both HA-tagged on the 5′ site to distinguish their recombinant HA-OCT4 products from endogenous OCT4 (Fig. 3c). After stable transfection into WT ESC, clones with similar expression levels were seeded without LIF and stimulated with retinoic acid to induce differentiation and OCT4 downregulation. Western blot analysis showed prolonged expression of HA-OCT4 bearing the long 3′UTR versus the WT 3′UTR (Fig. 3d).

**Fig. 3:**
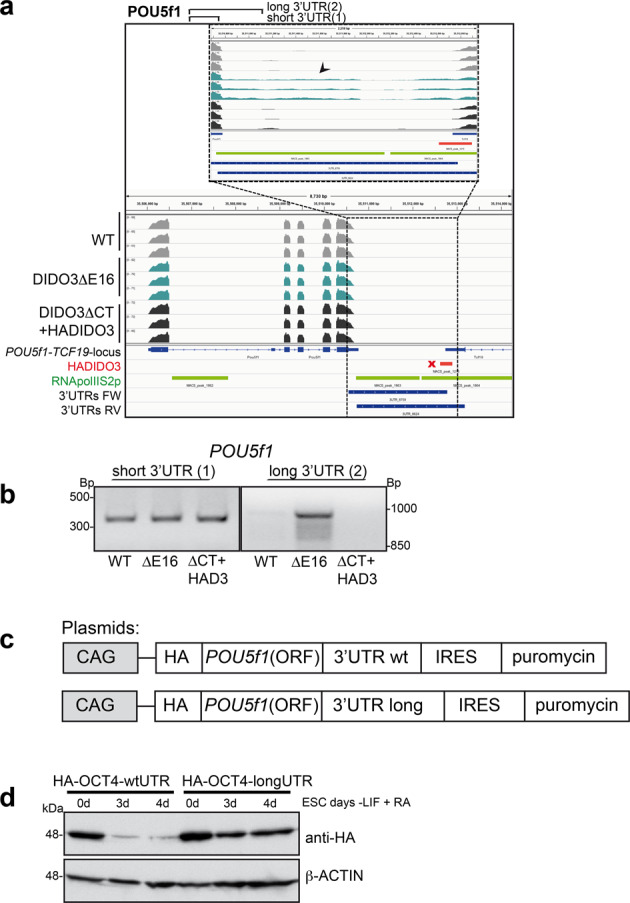
DIDO transcriptional termination and regulation of *POU5f1* RNA. **a** *POU5f1* example gene: IGV image of the *POU5f1* locus with parameters as in Fig. 2c, showing 3′UTR read-through in the DIDO3ΔE16 mutant. **b** Different abundance of *POU5f1* short and long 3′UTR (indicated in **a**) confirmed in WT, DIDO3ΔE16, and DIDO3ΔCT+HADIDO3 RNA as tested by RT-PCR. **c** Scheme of expression plasmids: introducing 5′ HA-tag sequences and short or long 3′UTR to the open reading frame (ORF) of *POU5f1* DNA. **d** Western blot analysis of lysates from ESC and embryonic bodies at d3 and d4 after LIF withdrawal plus retinoic acid from WT ESC transfected with (plasmids as in **c**), developed with anti-HA antibody; β-ACTIN was used as loading control.

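Pou5f1 lies on chromosome 17, and its site (mm10, 35510552 to 35512777) is listed as 2 features with 226 bp of annotated 3′UTR, so most of the site is the added 2 kb. Feature uc012arj.2 had 173 ± 59.8 TPM (SD, n = 3) in WT, 216 ± 21.5 in DIDO3ΔE16 and 174 ± 4.57 in DIDO3ΔCT+HADIDO3. In WT it had 136.3 TPM in replicate 1, 140.8 in replicate 2-3 and 242 in replicate 4. Summed over the site, TPM was 278 ± 179 in WT, 232 ± 26.6 in DIDO3ΔE16 and 210 ± 14.9 in DIDO3ΔCT+HADIDO3; WT replicate 4 had 484 and the other WT libraries 168 and 180.4. The site overlaps that of Tcf19 on the reverse strand (35510735 to 35513177), whose sum was 65.1 TPM in WT replicate 4 and 15.5 and 15.4 in the other WT libraries. Each feature covers the 3′UTR and the added region together, so a read-through is not separated from the level of the gene.

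**Figure D4:**
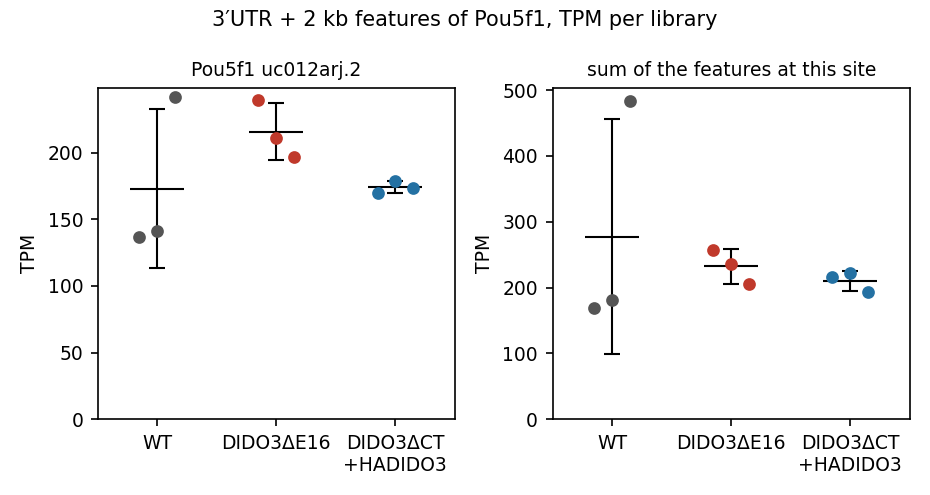
TPM of Pou5f1 feature uc012arj.2 and of the sum of both features of its site (y axes) in the libraries of WT, DIDO3ΔE16 and DIDO3ΔCT+HADIDO3 (x axes). Points are libraries, and black lines are the mean and SD; in both panels WT replicate 4 lies above the other WT libraries.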

### DIDO3 binds mainly in 3′ gene regions to chromatin, overlapping with RNA polymerase II, and associates with DHX9 and R-loops

DIDO3 interacts with RNA pol II [28]. Intersection analysis of HADIDO3 ChIP-seq peaks (GEO: GSE85029) with RNA pol II peaks (GEO: GSE34520 [42]) showed a DIDO3 overlap with RNA pol II, especially with pS2 (phosphorylated at serine 2), of ~66% (Fig. 4a; Supplementary Table 4), which suggests cooperation in regulation [43]. RNA pol II pS2 is associated with transcription termination [44–46], as are R-loop dynamics [12]. High R-loop levels at the 3′ end of genes suggest an R-loop role in preventing transcriptional read-through into adjacent genes [47]. Including R-loop ChIP-seq peaks in ESC (GEO: GSE70189 [47]) to upper intersections (Supplementary Table 4) yielded ~45% of DIDO3 peaks with simultaneous RNA pol II S2p and R-loop peaks (Supplementary Fig. 3a). More than 50% of these genes had these peaks at the 3′UTR or within 3 kb downstream.

**Fig. 4:**
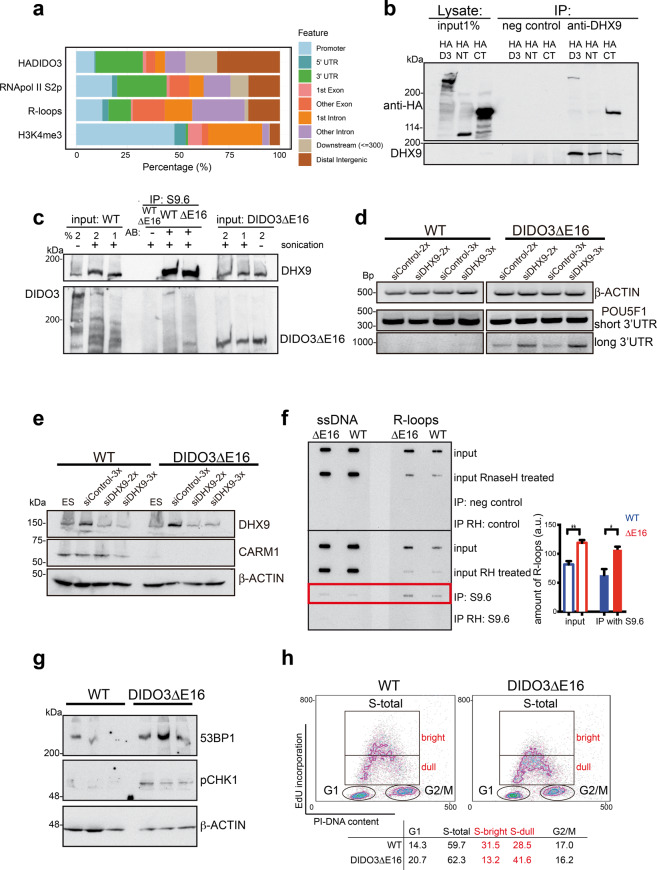
Coexistence of DIDO3, RNA pol II, DHX9, and R-loops, and alterations in DIDO3ΔE16 mutant ESC. **a** BED peak files were imported to RStudio and annotated using the R/Bioconductor package ChIPseeker. Peak annotations are depicted as a percentage for HADIDO3, RNA pol II S2p, R-loops, and H3K4me3 (histone 3 trimethylated on lysine 4). **b** Co-immunoprecipitation of HA-tagged DIDO3, -common N-terminal region, or -DIDO3-exon16-specific C-terminal part (for constructs see [28]), and DHX9 helicase. **c** Co-immunoprecipitation of DIDO3 or DIDO3ΔE16 proteins and DHX9 helicase at R-loops precipitated with the S9.6 mAb, from sonicated chromatin of WT or DIDO3ΔE16 ESC. **d** Abundance of *POU5f1* short and long 3′UTR after two or three applications of siDHX9 or siControl in WT and DIDO3ΔE16 ESC; β-ACTIN was used as control for equal RNA amounts. **e** Western blot analysis of DHX9 and CARM1 expression in WT and DIDO3ΔE16 ESC after two or three applications of siDHX9 or siControl; β-ACTIN was used as loading control. **f** Left: representative example of slot-blot analysis of restriction enzyme-digested genomic DNA, before and after immunoprecipitation with S9.6 mAb, alone or treated with RNaseH1 from WT or DIDO3ΔE16 ESC. Probes were used in duplicate; the first was developed with anti-ssDNA mAb and the second with anti-R-loop mAb S9.6. Right: quantification of slot–blot bands normalized to ssDNA values with ImageJ. Bars represent mean ± SEM. Statistical analysis was done with two-tailed Student’s *t*-test, **P ≤ 0.01; *P ≤ 0.05; DIDO3ΔE16, *n* = 3; WT, *n* = 3. **g** Western blot analysis of total lysates from WT and DIDO3ΔE16 ESC developed with anti-53BP1 and anti-phosphorylated CHK1 (pCHK1) antibodies; β-ACTIN was used as loading control. **h** Contour density plot of WT and DIDO3ΔE16 ESC after a 30-min EdU pulse, showing EdU incorporation versus DNA content. The percentages of events in cytometric gates defining different phases of the cell cycle are depicted.

Genes related to RNA splicing, termination, elongation rate, and R-loop dynamics were identified by ChIP-seq and/or RNA-seq (Supplementary Table 5). 

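Supplementary Table 5 names 9 genes, of which 8 had a tested feature in DIDO3ΔE16 and WT. With the most abundant feature of each gene, 3 were altered, all lower in DIDO3ΔE16; 3 had an adjusted p under 0.05 among all tested features, and 3 when adjusted over the list alone. The paper chose the list partly on these libraries, so neither number is independent evidence. Setd5 (uc009deu.1, chromosome 6) had 93.4 ± 7.26 TPM (SD, n = 3) in WT and 5.07 ± 2.14 in DIDO3ΔE16, a log2 fold change of −4.30 (adjusted p = 0.00154, limma with Benjamini-Hochberg adjustment). Its site is listed as 3 features, and the site sum in DIDO3ΔCT+HADIDO3 was 240 and 241 TPM in replicates 1 and 2 and 18.3 in replicate 3. Hmga1 (uc012aod.1, chromosome 17) had 205 ± 8.75 TPM in WT and 69.1 ± 7.84 in DIDO3ΔE16, a log2 fold change of −1.63 (adjusted p = 0.000893, limma with Benjamini-Hochberg adjustment); this feature shares bases with others on its strand. Dhx16 (uc008ciw.2, chromosome 17) had 50.0 ± 2.64 TPM in WT, 23.6 ± 1.12 in DIDO3ΔE16 and 80.4 ± 3.41 in DIDO3ΔCT+HADIDO3. Dhx16 changed by a log2 fold change of −1.13 in DIDO3ΔE16 (adjusted p = 0.00101, limma with Benjamini-Hochberg adjustment) and 0.60 in DIDO3ΔCT+HADIDO3. Dhx9 (uc007daa.1, chromosome 1) had 136.5 ± 9.3 TPM in WT, 158 ± 5.19 in DIDO3ΔE16 and 98.7 ± 5.15 in DIDO3ΔCT+HADIDO3. Its log2 fold change in DIDO3ΔE16 was 0.16 (adjusted p = 0.12, limma with Benjamini-Hochberg adjustment). The annotated 3′UTR is 2 of 2002 bp in this Dhx9 feature and 121 of 2121 bp in the Dhx16 feature. Nearly all of both features is therefore the added 2 kb, and the Dhx16 feature also overlaps a feature on the opposite strand.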

We concentrated on DHX9, a helicase involved in R-loop suppression and transcription termination [48], that interacts with DIDO3 in MEF [29]. We performed co-immunoprecipitation experiments using anti-DHX9 antibody on lysates of ESC overexpressing HADIDO3, or the HA-N- or HA-C-terminal part of DIDO3, developed the western blot with anti-HA antibody, and found co-immunoprecipitation with whole DIDO3 and its C terminus, but not with the N terminus (Fig. 4b).

DHX9 is present in the DNA/RNA hybrid interactome [48]. We tested for DIDO3 at genomic sites enriched in these hybrids, using the S9.6 mAb to detect R-loops, as it recognizes DNA/RNA hybrids. We refer to its signal as R-loops (albeit aware that not necessarily all stable DNA/RNA hybrids in the genome are limited to R-loops). Sonicated chromatin of nuclear extracts from WT and DIDO3ΔE16 ESC was immunoprecipitated with mAb S9.6. Western blot was developed with anti-DIDO and -DHX9 antibodies, and both co-immunoprecipitated with R-loops (Fig. 4c). We reduced DHX9 protein levels using siRNA and tested for DIDO3-sensitive transcription termination by RT-PCR, focusing on the prolonged 3′UTR expression of *POU5F1* as a read-through indicator. We found further increases in read-through events in siDHX9-treated mutant compared to control siRNA-treated ESC. A faint band was now detected in siDHX9-treated WT ESC, indicating read-through events (Fig. 4d). No influence was observed on the abolished CARM1 levels in mutant ESC, but treated WT ESC now also showed reduced CARM1 expression (Fig. 4e). Both results suggested that DHX9 function is necessary for correct transcription termination.

### DIDO3ΔE16 ESC have more R-loops and show signs of replication stress

We measured R-loop levels in genomic DNA from WT and DIDO3ΔE16 cells in slot–blot experiments before and after immunoprecipitation with the S9.6 mAb. S9.6 immunoreactivity was significantly higher in mutant versus WT samples (Fig. 4f), suggesting altered R-loop dynamics in mutant cells. Control DIDO3ΔE16 and WT genomic DNA treated with RNases of different substrate preference showed signal reduction only for RNaseH1 (Supplementary Fig. 3b). qPCR of the DRIP (DNA/RNA IP) probes showed abundant amplification of *CARM1* and *POU5f1* 3′ gene regions, confirming R-loop presence in these regions. *SOD3*, a gene not expressed in ESC with no R-loops, was the negative control (Supplementary Fig. 3c).

To test the influence of ectopic expression of mouse RNaseH1 on R-loops in DIDO3-dependent transcription termination, we used two distinct HA-tagged RNaseH1 plasmids in transient or stable transfections. We detected protein expression with anti-HA antibody in western blot (Supplementary Fig. 3d), but no alterations in transcription termination as determined by RT-PCR (Supplementary Fig. 3e).

As increased R-loop levels can provoke genomic instability through DNA breaks and conflicts with the replication machinery, we tested for cell stress-associated proteins [20, 21] such as ATR/CHK1 signaling by CHK1 phosphorylation (pCHK1) [49, 50], or proteins indicative of stress such as 53BP1 [51]. We found pCHK1 only in DIDO3ΔE16 cell lysates, with larger amounts of 53BP1 than in WT lysates (Fig. 4g), indicating cell stress in the mutant ESC. As replication stress leads ultimately to impaired DNA synthesis, we tested EdU (5-ethynyl-2’deoxyuridine) incorporation in asynchronized ESC. Although percentages of WT and mutant ESC in S-phase were comparable, mutant ESC incorporated lower EdU levels (Fig. 4h). Serum-starved mutant ESC enriched in G1-phase similarly maintained lower EdU levels and showed delayed S-phase re-entry compared to WT ESC (Supplementary Fig. 3f).

### DIDO3 C- but not N-terminal deletion leads to higher R-loop levels and replication stress in MEF

We obtained d13.5 MEF from mice heterozygous for the floxed and deleted allele; they were infected with Ad5CMVCre-virus (AdCre) to achieve homozygous deletion of exon16, confirmed by PCR and western blot.

DIDO3ΔΕ16 and WT primary MEF were labeled with the S9.6 mAb to visualize R-loops, and with γH2Ax antibody to detect DNA damage. As AdCre infection already increased R-loop and γH2Ax levels in WT MEF, we quantified R-loops and DNA breaks in both MEF types after AdCre infection. We labeled MEF at d2 and d8 post infection. Compared to WT, DIDO3ΔΕ16 MEF showed persistent, increased R-loop and γH2Ax levels at both times (Fig. 5a). We used anti-53BP1 to detect replication stress as 53BP1-positive nuclear bodies (NB) [51] and found increased 53BP1-positive NB in DIDO3ΔΕ16 compared to WT MEF (Fig. 5b); replication stress was increased at d8 in mutant MEF.

**Fig. 5:**
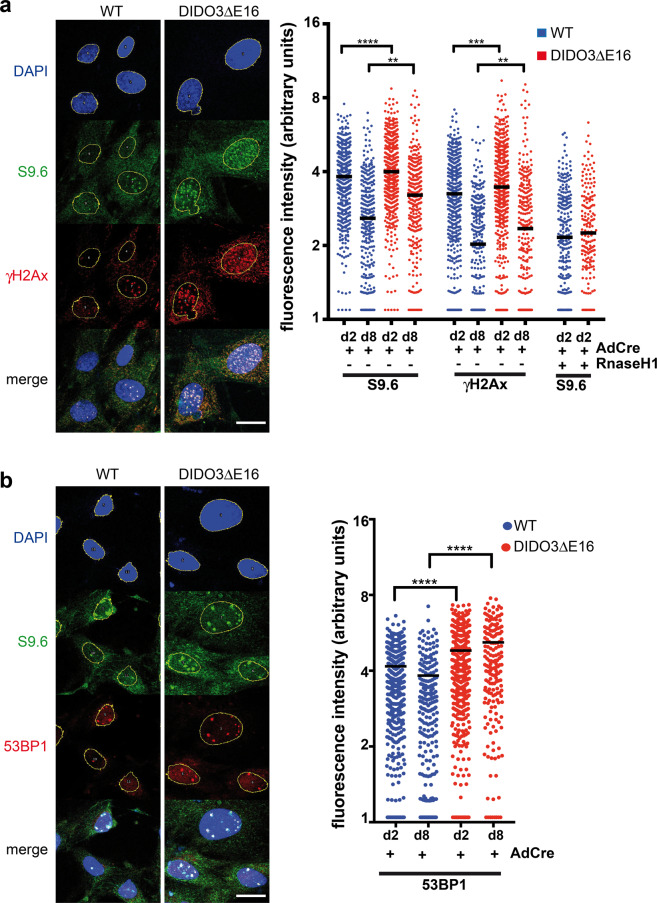
R-loop levels and replication stress in DIDO3ΔE16 MEF. **a** Left: Representative images of WT and DIDO3ΔE16 MEF immunofluorescence after AdCre infection, using DAPI to stain nucleus (blue), S9.6 mAb to stain R-loops (green) and DNA damage-indicating antibody γ-H2Ax (red). Yellow circles depict nucleus corresponding to DAPI-positive staining and as region of interest (ROI) for ImageJ quantification of fluorescence intensity. Bar = 25 μm. Right: fluorescence intensity of S9.6 mAb for R-loops and γ-H2Ax for DNA damage was quantified in the nuclear region of WT and DIDO3ΔE16 MEF after AdCre infection at indicated times. At least 170 cells were analyzed from three different experiments. Specificity for S9.6 mAb was controlled after RNaseH1 treatment. Scatter dot plot with median is shown. Statistical analysis was performed with the one-way ANOVA test, ****P < 0.0001; ***P < 0.001; **P ≤ 0.01. **b** Left: representative images of WT and DIDO3ΔE16 MEF immunofluorescence after AdCre infection, with DAPI stain to indicate nucleus (blue), S9.6 mAb for R-loops (green), and replication stress-indicating antibody 53BP1 (red). Yellow circles depict the nucleus corresponding to DAPI-positive staining and as region of interest (ROI) for ImageJ quantification of fluorescence intensity. Bar = 25 μm. Right: quantification of 53BP1 fluorescence intensity to detect replication stress in the nucleus of WT AdCre versus DIDO3ΔE16 AdCre at d2 and d8. At least 170 cells were analyzed from three different experiments. Scatter dot plot with median is shown. Statistical analysis was performed with the one-way ANOVA test, ****P < 0.0001.

We also examined DIDOΔNT MEF in immunofluorescence experiments as above with S9.6, γH2Ax, and 53BP1 antibody staining, and found opposing results in DIDOΔNT and DIDO3ΔE16 compared to WT MEF. R-loop levels in DIDOΔNT were significantly lower than in WT MEF (Supplementary Fig. 4a), with γH2Ax (Supplementary Fig. 4a) and 53BP1 levels similar to WT (Supplementary Fig. 4b).

### DIDO3-exon16 is necessary for somatic cell reprogramming

To determine the influence on somatic reprogramming, we crossed DIDO3-exon16 floxed mice to transgenic mice with doxycycline-inducible expression of the reprogramming genes *Tg(tetO-POU5f1,SOX2,KLF4,MYC)1Srn* [52]. Day 13.5 MEF were AdCre-infected for homozygous deletion of exon16, and doxycycline-treated to induce expression of the four circuit stem cell factors necessary for somatic reprogramming [3] (Fig. 6a). PCR and western blot confirmed deletion efficiency before induction (Supplementary Fig. 5a, b). We obtained iPSC from WT MEF, but DIDO3ΔE16 MEF showed severely reduced reprogramming efficiency. Although some colonies stained for the early pluripotency marker alkaline phosphatase (AP) (Fig. 6b), colonies tested for DIDO3 expression showed that half had escaped AdCre deletion and still bore the floxed *DIDO3* allele. In eight independently established DIDO3ΔE16 MEF samples, reprogramming was almost abolished (Fig. 6c).

**Fig. 6:**
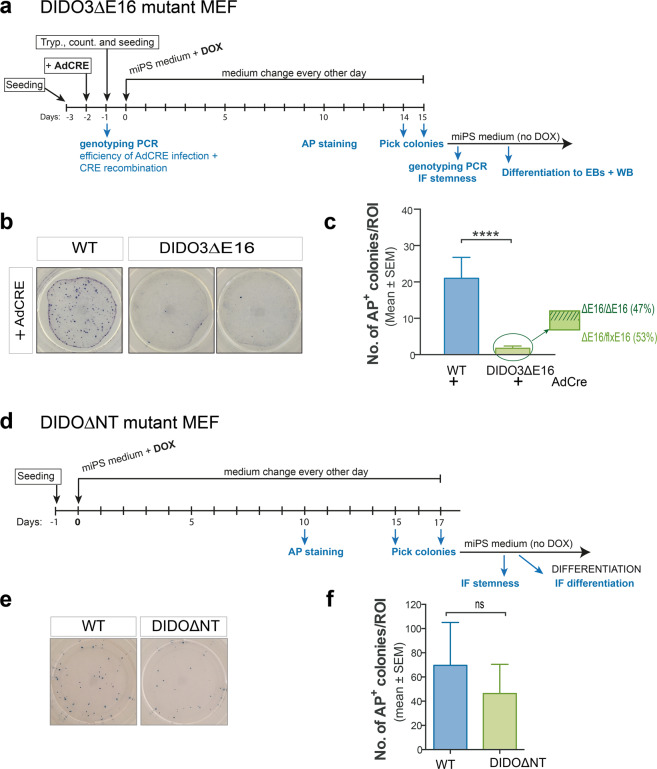
Somatic reprogramming requires DIDO3-exon16 but not the N-terminal region to induce pluripotent stem cells. **a** Scheme for experimental onset and reprogramming procedures for DIDO3ΔE16/4F-MEF. Tryp trypsinization, DOX doxycycline addition, AP alkaline phosphatase staining. **b** Image of representative wells after staining for AP-positive colonies as a pluripotency marker following reprogramming of WT and DIDO3ΔE16 MEF after AdCre infection. **c** Quantification of reprogramming ability of DIDO3ΔE16/4F-MEF versus WT/4F-MEF after AdCre infection, as determined by AP-positive colonies. DIDO3ΔE16, *n* = 8; WT *n* = 8; bars indicate mean ± SEM. Statistical analysis was performed with two-tailed Student’s *t*-test, ****P < 0.0001. Percentage of genotypes in iPS homozygous for *DIDO3ΔE16/DIDO3ΔE16* or heterozygous for *DIDO3ΔE16/DIDO3floxedE16* was determined by PCR. **d** Scheme of experimental onset and DIDOΔNT/4F-MEF reprogramming procedures. **e** Staining for AP-positive colonies as a pluripotency marker after WT and DIDOΔNT MEF reprogramming. **f** Quantification as in (**c**) for DIDOΔNT/4F-MEF (*n* = 3) and WT/4F-MEF (*n* = 3); bars represent mean ± SEM. Statistical analysis was performed with two-tailed Student’s *t*-test and showed no significant differences (ns).

Like DIDO3ΔE16 ESC, the few iPSC generated from mutant MEF had a correct pluripotency network (Supplementary Fig. 5c), but did not downregulate OCT4 at differentiation onset (Supplementary Fig. 5d).

DIDO3ΔE16 mutants differ from the DIDOΔNT mutants which, despite cell cycle and genomic stability problems [24, 25] and splicing defects [29], show neither embryonic lethality [26] nor ESC differentiation defects. For somatic reprogramming, we tested doxycycline-treated MEF from DIDOΔNT crossed to reprogrammable OKSM mice, and obtained fully reprogrammed iPSC (Fig. 6d, e, f). Like DIDOΔNT ESC, established iPSC were bona fide iPSC with completely normal stemness characteristics (Supplementary Fig. 6a) and able to differentiate into cells of all three germ layers (Supplementary Fig. 6b).

### Immortalization of DIDO3ΔE16 MEF rescues somatic cell reprogramming capacity

We tested whether immortalizing primary MEF by E6/E7 transfection could rescue impaired reprogramming in DIDO3ΔE16 MEF. Immortalized WT and DIDO3ΔE16 MEF [29] were infected with a mixture of the four retroviruses expressing each of the OKSM transcription factors to induce reprogramming, or with GFP-expressing retrovirus as a negative control for reprogramming and positive control for infection efficiency (Fig. 7a). In all experiments, infection efficiency measured by FACS was >80% in both genotypes. After 10 days, AP staining experiments and quantification of reprogramming efficiency (Fig. 7b) showed restored DIDO3ΔE16 reprogramming, with a significant increase compared to immortalized WT MEF (Fig. 7c).

**Fig. 7:**
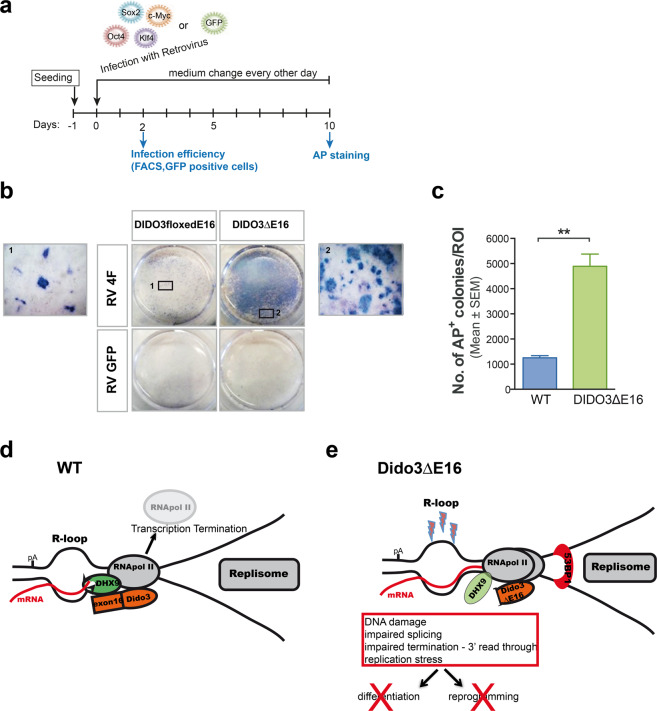
Recovery of reprogramming capacity in immortalized DIDO3ΔE16 MEF, and model for transcription termination in WT and DIDO3ΔE16 cells. **a** Scheme for experimental onset and procedures for reprogramming immortalized DIDO3ΔE16. **b** Top: images of representative wells of AP-positive colonies as a pluripotency marker after infection with OKSM retroviruses, from reprogrammed parental DIDO3floxedE16 before Cre deletion and from DIDO3ΔE16 MEF. Bottom: control wells with GFP-retrovirus infection. **c** Quantification to determine AP-positive colonies; bars represent mean ± SEM. Statistical analysis using two-tailed Student’s *t*-test showed significant differences **P ≤ 0.01. **d** In WT cells, DHX9 binds to RNA pol II and DIDO3 at termination sites, RNA pol II terminates RNA transcription, DHX9 resolves R-loops, and RNA pol II dissociates from DNA. **e** In DIDO3ΔE16 cells, DHX9 function is impaired, R-loops persist, RNA pol II continues reading, DNA damage occurs on the single-stranded DNA, and transcription–replication conflicts provoke cell stress. All these effects abolish differentiation and reprogramming.

Our results support a model in which DIDO3 interacts and collaborates with DHX9 to regulate R-loops at RNA pol II transcription termination sites (TTS) (Fig. 7d). DIDO3-exon16 deletion leads to altered DHX9 function, induces defects in RNA termination seen as read-throughs, and results in more stable R-loops. All these factors contribute to genomic instability, DNA damage, and replication stress, which in turn abolish stem cell differentiation and somatic cell reprogramming (Fig. 7e).

## Discussion

We previously identified the *DIDO* locus that participates in early embryonic development and ESC differentiation; here we postulate an underlying molecular mechanism and an additional DIDO role in somatic cell reprogramming.

The *DIDO* gene is stemness-related, and C-terminal deletion leads to embryonic lethality and differentiation defects [27, 28]; in contrast, mice with DIDO N-terminal truncation survive [26]. Here we confirm embryonic lethality of mice with homozygous deletion of the conditional targeted DIDO3-exon16, and differentiation defects in their ESC. We crossed DIDO mutant mice with the transgene OKSM-4F mice [52] and used reprogrammable OKSM-MEF from WT, DIDOΔNT, and DIDO3ΔE16 mutants. At difference from WT and DIDOΔNT MEF, which reprogram with comparable efficiency, DIDO3ΔE16 MEF were reprogramming-incompetent.

Whole transcriptome analysis of mutant ESC revealed two principal defects; RNA alternative splicing (as in e.g., *DIDO1*, *KLF3*, and *JAM2*) and RNA termination defects (e.g., *WDR33*, *CARM1*, and *POU5f1*). For CARM1, which methylates several splicing factors and enhances exon skipping [53], protein expression was decreased. *POU5f1* is of particular interest, given its role in stem cell maintenance and differentiation [39, 54]. We observed that aberrantly extended 3′UTR resulted in a protein with impaired downregulation at the onset of differentiation.

Our data show that although changes in the 3′UTRs do not alter protein structure, 3′UTR have pleiotropic regulatory functions [55]. Inclusion of ChIP-seq data identified DIDO3 binding sites at the 3′ gene regions. These DIDO sites coincide with RNA pol II S2p, whose binding at 3′ gene ends is implicated in RNA termination by interaction with complexes involved in splicing, cleavage, and polyadenylation [56] and with R-loops, which can pause RNA pol II at termination sites [12, 56–58]. Combined analyses showed that all convergent genes and nearly half of co-orientated genes had RNA anomalies, suggesting a crucial role for DIDO3 on R-loops at gene-rich regions in the genome. These results might define a mechanism by which DIDO regulates R-loops, whose presence impedes transcriptional read-through into neighboring genes [47]. Our data adjust well with the plant BORDER (BDR) protein family, whose domain organization resembles that of DIDO. They act similarly as insulator proteins, preventing transcriptional interference into closely located genes; BDR3 shows a genome binding profile especially similar to DIDO3, with high occupancy at TTS [59].

Regulation of R-loop levels is critical, and misregulation causes DNA damage [13, 21, 60], blocks replication forks, and leads to replication stress [12, 15, 20]. DNA damage is observed in both N- and C-terminal deletion DIDO mutants [24, 25, 27]. In contrast to DIDOΔNT cells, both DIDO3ΔE16 ESC and MEF showed increased R-loop formation.

We found DHX9 association to DIDO3 protein via its DIDO3-specific exon16-encoded domain, and both co-localize with R-loops. The DHX9 helicase is involved in transcription termination [48], and is implicated in physiological as well as pathological R-loop formation, especially when splicing alterations are present [61]. Although it remains unclear whether RNA termination defects in DIDO3ΔE16 ESC are due to impaired unwinding of DNA/RNA hybrids or of dsRNA, we confirmed that DHX9 is needed for correct transcription termination. Since additional DHX9 functions are described [62], including in DNA repair [63], a process implicated in somatic cell reprogramming [64], we cannot exclude that dysregulation of some other functions contribute to reduced reprogramming efficiency in DIDO3ΔE16 MEF.

The results of RNaseH1 overexpression in vivo on DIDO3-dependent termination read-throughs were explainable, as it is exactly the difference between mapping R-loops with the S9.6 mAb or by enzymatically inactive RNaseH1 [65]. RNaseH1 barely maps to TTS, and the existence of RNaseH1-resistant R-loops has been discussed [66]; in vivo, other enzymes very likely play a role. RNaseH2 could be a candidate, and topoisomerase 1 was recently linked to replication stress at R-loop-enriched TTS [67].

Immortalized DIDOΔNT and DIDO3ΔE16 MEF have splicing alterations based on altered SFPQ association [29]. Although these splicing defects are known to increase R-loops [61], the DIDOΔNT mutation with intact DIDO3-exon16 showed no increase in R-loop levels and maintained R-loop regulation capacity. In DIDO3ΔE16, where SFPQ and DHX9 binding are affected, both could nonetheless contribute to elevated R-loop levels.

High R-loop levels can disturb replication progression [13, 15, 19, 60] and lead to replication stress as defined by 53BP1 expression [51]. We detected stress in DIDO3ΔE16 ESC and MEF, and showed that replication stress ultimately impairs DNA synthesis in DIDO3ΔE16 ESC. We detected replication stress exclusively in DIDO3ΔE16 mutants, but neither in DIDOΔNT nor in WT cells, which illustrates the importance of DIDO3 in regulating RNA metabolism.

MEF immortalization overcomes cell damage checkpoints; in DIDO3ΔE16 MEF, replicative stress could be a form of cell damage that contributes to their decreased reprogramming capacity, and E6/E7 immortalization helps restore it.

The importance of R-loop biology has grown in recent years; new insights, their complexity, and available tools have been discussed [68]. Questions remain regarding the DIDO3ΔE16 phenotype, including the players involved and the precise mechanism of R-loop involvement. Our results nonetheless allow us to postulate a central role for DIDO3 in regulating RNA metabolism, and that the DIDO3-specific exon16 is essential for this function. Its deletion triggers defects in RNA splicing and termination, and impedes dissolution of the increased R-loops, both in association with impaired DHX9 helicase recruitment through the DIDO3-exon16-encoded protein domain. Cells suffer genomic instability, DNA damage, and replication stress; ESC thus fails to undergo differentiation and MEF to undergo somatic cell reprogramming.

## Materials and methods

### Construct of a conditional allele with floxed exon16 of the Dido gene

Heterozygous mice with DIDO3-exon16 flanked by LoxP sites were generated by Ozgene Pty Ltd (Bentley, AU). In brief, a LoxP site was inserted at the 3′ end of DIDO intron 15. A neomycin selection cassette (neo, encoding amino 3’-glycosyl phosphotransferase) was inserted downstream of DIDO3-exon16, flanked with flipase recombination target (FRT) sites and followed by another LoxP site and a sequence reproducing the splice acceptor of DIDO3-exon16.

The linearized targeting vector was electroporated into C57BL/6-derived Bruce4 ES cells. Successful homologous recombination was identified by Southern blot screening of antibiotic-resistant ESC colonies. After blastocyst microinjection, chimeric offspring were crossed to C57BL/6 J mice to yield heterozygous *DIDO-tm3Cmar* mice, which were transferred to our animal facility. For Cre recombination we used *Tg(SOX2-Cre)1Amc* mice. To obtain reprogrammable MEF, we crossed these mice further to *Tg(tetO-POU5f1,SOX2,KLF4,MYC)1Srn* mice.

### Cell culture

ESC were cultured in KO-DMEM (Gibco, ThermoFisher) supplemented with 20% fetal calf serum, GlutaMAX (Gibco, ThermoFisher), non-essential amino acids, 2-mercaptoethanol, antibiotics, and murine leukemia inhibitory factor (LIF, Millipore) on a layer of mitomycin C-treated mouse embryonic fibroblasts (MEF) or gelatinized tissue culture plates. MEF were cultured in the same medium without LIF supplement.

For stable transfectants, we used Lipofectamine 2000 (ThermoFisher) according the manufacturer’s protocols; selection was performed with puromycin. To induce differentiation, ESC were cultured in MEF medium without LIF in low-adhesion plates.

All cell cultures were routinely tested for the absence of mycoplasma contamination.

### In vitro reprogramming of primary 4F-MEF

For in vitro reprogramming of primary OKSM-inducible MEF, day E13.5 cells were seeded at a density of 5.5 × 10^5^ cells/cm^2^ in MEF medium in 0.1% gelatin-coated 6-well plates. After 24 h, medium was changed to iPS medium (the same as ESC media with doxycycline (1 μg/mL), Sigma). In the case of the *DIDO3ΔE16* heterozygous mutant and wt MEF, both were infected with Ad5CMV-Cre virus (Viral Vector Core Facility, University of Iowa, Iowa City, IA) at a multiplicity of infection (MOI) of 500, one day before starting doxycycline treatment.

Medium was changed every other day until cells were used for alkaline phosphatase (AP) assays (10–14 days after initiation of doxycycline treatment) or colonies were picked (13–15 days after initiation of doxycycline treatment) and cultured for further characterization.

For in vitro reprogramming of E6/E7 immortalized wt and DIDO3ΔE16 MEF [29], cells were infected with the mixture of the four retroviruses bearing the plasmids encoding OKSM, or with GFP, and cultured in normal ESC medium until day 10, when AP staining was carried out.

We monitored cells for alkaline phosphatase (AP staining kit AB-0300; Sigma) as a first sign of pluripotency. Images of plate wells were analyzed with ImageJ software (NIH) by Analyse Particles (note that regions of interest (ROI) were distinct in experiments with primary or immortalized MEF).

### Cell cycle analysis and EdU incorporation

ESC were labeled with 10 μM EdU (5-ethynyl-2’deoxyuridine; 30 min), processed with the Click-iT Plus EdU Flow Cytometry Assay Kit (ThermoFisher) following the manufacturer’s protocols, and then analyzed in a Beckman Coulter Flow Cytometer FC500. To enrich ESC in G1-phase, cells were cultured (24 h) in ESC medium with 1% FCS and 20 ng/ml bFGF (Invitrogen), and serum-released in normal ESC medium with 20% FCS; 10 μM EdU was then added for 30 min.

### Knockdown and overexpression experiments

Small interfering (si) RNA experiments were performed with ON-TARGETplus SMARTpool specific for mouse DHX9 or, as negative control, with Non-targeting Pool (both from Dharmacon). Plasmids for mouse RNaseH1 overexpression, pCAGG-HARNaseH1-IRES-hygromycin, and Kozak-optimized plasmid were a generous gift from Dr. Thomas G. Fazzio [16]. In both cases, cells were transfected with Lipofectamine 2000 following the manufacturer’s instructions.

### Protein analysis

For immunofluorescence analyses (stemness and differentiation), cells were fixed in 4% paraformaldehyde, permeabilized, and blocked with 0.5% Triton X-100, 6% horse serum in TBS, stained with primary (overnight, 4 °C) and secondary antibodies (2 h, RT), and mounted in DAPI-containing medium.

For immunofluorescence with S9.6, γH2Ax, and 53BP1 antibodies, cells were fixed in ice-cold methanol, permeabilized with 0.1% Triton X-100, and blocked in 5% BSA/PBST. Negative control cells were treated with RNAseH (NEB) at 37 °C overnight before blocking.

For confocal microscopy, we used a Zeiss laser scanning or an Olympus confocal microscope. Images were processed and quantified with ImageJ. Integrated density was calculated above defined thresholds, and the value for negative cells was set at less than the lowest measured value.

For flow cytometry analysis, cells were disaggregated with enzyme-free cell dissociation buffer (Invitrogen) and the surface was labeled with anti-Jam2 rat monoclonal antibody (R&D Systems).

For co- and immunoprecipitation (IP) experiments, cell lysates were prepared in NETN buffer with protease inhibitors (Roche) and 1 mM PMSF, incubated with specific antibodies (4 °C, overnight), followed by Protein A- or G1-loaded magnetic beads (Dynabeads, ThermoFisher; 4 °C, 2 h). Immunoprecipitates were washed six times, released from beads in sample buffer, and used for western blot.

For western blot, cell pellets were lysed in cell lysis buffer (Cell Signaling), 20–40 μg protein solution was loaded for SDS-PAGE, then transferred to nitrocellulose membrane (Bio-Rad), and probed with the indicated antibodies.

Antibodies used are listed below.

### RNA and RT-PCR

Total RNA was prepared with a SPLIT RNA extraction kit (Lexogen, Austria) according to the manufacturer’s protocol, using ~2.5 × 10^6^ cells. RT-PCR amplifications were performed with a Verso One-step RT-PCR Kit (ThermoFisher), using 0.1 μg RNA and specific primers for the amplified genes. Oligonucleotides are listed below.

### DRIP, slot blot, and qPCR

For R-loop precipitation on chromatin, nuclear pellets were lysed in RIPA buffer containing 10% glycerol, protease inhibitor cocktail (Roche), and 1 mM PMSF, sonicated 10 times (10 s on, 30 s off) in a Bioruptor (Diagenode), and incubated with S9.6 mAb coupled to Protein A magnetic beads (Dynabeads; 4 °C, overnight) in the presence of RNaseA (10 ng/ml), followed by SDS-PAGE and western blot as described above for IP.

For R-loop precipitation on DNA, we mainly followed the initial protocol of Ginno et al. [69] as further detailed by Sanz et al. [70], with some modifications. In brief, cell nuclear extracts were prepared and digested with Proteinase K (56 ^o^C, overnight), purified by phenol/chloroform treatment, precipitated with ethanol and resuspended in TE buffer. DNA was digested overnight in the restriction enzyme cocktail, again purified, precipitated, and resuspended in TE buffer. Half the DNA was treated with RNaseH1 (NEB); input samples of both purified with PCR purification columns (Qiagen) were stored; DNA probes, treated and untreated, were diluted in binding buffer and precipitated overnight with S9.6 antibody coupled to Protein A-loaded magnetic Dynabeads. After washing with binding buffer, immunoprecipitates were eluted in TE buffer with SDS, digested with Proteinase K, and purified with the PCR purification kit (Qiagen).

Inputs and precipitates were validated in duplicate by slot blot analysis on positively charged Hybond nylon membrane (Amersham). One half was analyzed on UV-crosslinked membrane for DNA:RNA hybrids with S9.6; the other half was denatured with 0.5 M NaOH, 1.5 M NaCl, and neutralized with 1 M NaCl, 0.5 M Tris-HCl pH 7.5 before UV crosslinking, then probed with mouse single-strand DNA antibody (Millipore) to detect total DNA. Bands of inputs and eluates were quantified using ImageJ.

Inputs and eluates were analyzed for enrichment of specific genes by quantitative PCR with SYBR Green in ABI PRISM7900HT PCR equipment (Applied Biosystems); the percentage of relative DRIP signal was calculated as a ratio of IP/input normalized to standard curves. Oligonucleotides are listed below.

### RNA sequencing

Triplicate RNA probes from WT, DIDOΔE16, and DIDOΔCT+HADIDO3 mESC were sequenced at the Centro Nacional de Análisis Genómico (CNAG-CRG), Barcelona, Spain. Illumina FastQ files containing >77 million paired-end reads per sample were provided by the CNAG-CRG, who also carried out quality control of the FastQ files.

### Computational analysis

Data were obtained, processed, and annotated using R (R Development Core Team, 2014) and Bioconductor programs [71]. A genomic annotation for the UCSC mouse genome build GRCm38/mm10 (file knownGene.txt.gz) was downloaded from the site (ftp://hgdownload.cse.ucsc.edu/goldenPath/mm10/database/). Data for 3′UTR regions were added with the UCSC genePredToGtf tool. To assess read coverage distribution across the genome, bigWig files (10-bp genomic bins) were generated with bamCoverage/deepTools v2.3.1 [72] and normalized for differences. The aligned sequence reads, coverage, and ChIP-seq peaks were visualized with IGVtools [73].

### ChIP-seq analysis

The genomic coordinates for HADIDO3 (GEO: GSE85029), RNA Pol II S2P (GEO: GSE34520), R-loops (GEO: GSE70189) and H3K4me3 (GEO: GSE36114) binding were transformed to the UCSC mouse genome build (mm10) using the liftOver tool (http://genome.ucsc.edu/cgi-bin/hgLiftOver). BED peak files were imported to RStudio and annotated using the R/Bioconductor package ChIPseeker [32]. The promoter region was set to −1 kb to 200 bp of the TSS. We also used the Bioconductor packages org.Mm.eg.db and TxDb.Mmusculus.UCSC.mm10.knownGene for peak annotations. Significance of overlap between ChIP-seq data sets was calculated using the enrichPeakOverlap function implemented in ChIPseeker, setting the number of random permutations (nShuffle) of the genomic locations to 10,000.

### RNA-seq analysis

Sequencing adapters and low-quality reads were removed. The sequences obtained were aligned with TopHat2 software [74]. For read counts and FPKM gene expression estimation, we used Cufflinks version 2.2.1 [75]. We also used DEXSeq [31] to detect differential exon expression. Genes were filtered for significant differential expression using an adjusted P value cutoff at 0.01 (after Benjamini–Hochberg multiple testing correction) and an absolute value of log2 fold change ≥ 0.7 between DIDO3ΔE16 mutant and WT ESC.

To study alterations in 3′RNA isoform abundance, we reanalyzed the RNA-seq data. The Burrows-Wheeler aligner BWA-MEM 0.7.15 (http://bio-bwa.sourceforge.net) was used to align paired-end reads to the UCSC mouse genome build (mm10, http://genome.ucsc.edu/) with standard settings. Alignments were converted to BAM format and de-duplicated with Picard tools 2.9.0 (http://broadinstitute.github.io/picard/). To quantify relative expression at 3′UTR + 2 kb of transcripts, we ran StringTie 1.3.3 [76] using a modified GTF file with mm10–3′UTR annotations, and calculated the transcripts per million (TPM) reads. Sample scaling and statistical analyses were performed with the R package edgeR [73]. Transcripts with TPM > 0 in all samples were kept for downstream analysis. Differentially expressed genes with an absolute value of log2 fold change ≥0.7 and a false-discovery rate (FDR) < 0.05 were considered statistically significant. RNA-seq data have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE152346.

### Quantification and statistical analysis

The morphology and genotypes of mouse embryos were determined by investigators blinded to experimental groups. For biochemical analyses, a sufficient number of samples per genotype was used to determine biologically meaningful differences between experimental groups based on the variation in parameters as determined in previous studies. For assessment of image data, fields of view were selected to encompass a sufficiently large number of cells to ensure the capture of biologically meaningful differences, guided by previous data. Most results shown are representative of experiments repeated at least three times. Statistical data in graphs are reported as mean ± Standard Error of the Mean (SEM) unless otherwise stated. Experimental group means were compared by unpaired two-tailed Student’s *t* test or ANOVA, depending on the number of groups. Normality of variables was assumed in most analysis, based on published results; variances were similar between experimental groups within each experiment. *P* values < 0.05 were considered significant.

**List of antibodies used**

**Table:** 

Specificity	Antibody	Dilution	Source, reference	Technique
DIDO3	Rabbit polyclonal	1:400	Our laboratory, PAB-Dido3	IF
NT-DIDO	Mouse monoclonal	1:100	Our laboratory, Dido MAB-1C6	IF, WB
OCT4	Mouse monoclonal	1:50/1:1000	Santa Cruz; sc-5279	IF/WB
SOX2	Rabbit polyclonal	1:100	Thermo Scientific; PA1-16968	IF
NANOG	Goat polyclonal	1:25	R&D Systems; AF2729	IF
SSEA1	Mouse monoclonal	1:3	University of Iowa; MC-480	IF
TUJI	Mouse monoclonal	1:500	Covance; MMS-435P	IF
FOXA2	Goat polyclonal	1:50	R&D Systems; AF2400	IF
ASMA	Mouse monoclonal	1:400	Sigma; A5228	IF
AFP	Rabbit polyclonal	1:400	Dako; A0008	IF
KLF3	Rabbit polyclonal	1:800	Sigma-Aldrich; AV32186	WB
JAM2	Rat monoclonal	1:100	R&D Systems; MAB988	IF
CARM1/ PRMT4	Rabbit polyclonal	1:1000	Cell Signaling; 4438	WB
HA-tag	Mouse monoclonal	1:500/1:1000	Covance; MMS-101P	IF/WB
WDR33	Mouse monoclonal	1:100	Santa Cruz; sc-374466	WB
β-Actin	Mouse monoclonal	1:3000	Sigma-Aldrich; A3853	WB
anti-DNA/RNA hybrid, clone S9.6	Mouse monoclonal	1:500/1:1000/10 μg	Merck Millipore; MABE 1095 and purified AB, a generous gift from A. Aguilera	IF/Slot blot/IP
γH2Ax	Rabbit polyclonal	1:600	Bethyl; IHC-00059 Novus Biologicals; NB100-384	IF
DHX9	Rabbit polyclonal	1:1000	Abcam; ab26271	IP,WB
53BP1	Rabbit polyclonal	1:500	Abcam; ab36823	IF,WB
Anti-ssDNA	Mouse monoclonal	1: 4000	Millipore; MAB3868	Slot blot
pCHK1 (Ser345)	Rabbit polyclonal	1:1000	Cell Signaling; 2341	WB

*IF* immunofluorescence, *WB* Western blot, *IP* immunoprecipitation

**Oligonucleotides**

**Table:** 

gene	Forward	Reverse	Method
DIDO WT	GTGTGCTGGCACATTCAGGG	GTATTATATTTGGACGTGGTGATT	Genotyping
DIDO3-LoxP-exon16	GTGTGCTGGCACATTCAGGG	GTATTATATTTGGACGTGGTGATT	Genotyping
DIDO3ΔE16	GTGTGCTGGCACATTCAGGG	TCACATTGCCAAAAGACGGC	Genotyping
KLF3 short isoform	GTATACCAGCCACCTGCAGC	AAACACCAGGTCTGCCTAAG	RT-PCR
KlLF3 long isoform	ACACTAAGAGCTCGCACTTG	CATGGAGAAACCGACAAATTG	RT-PCR
WDR33 short 3′UTR	GTGTCCTGAGAAATGGAGCACC	TCCTACCTTTCCTACCTTTGC	RT-PCR
WDR33 long 3′UTR	AGACGAAAGACTGATGCCGAC	TCCTACCTTTCCTACCTTTGC	RT-PCR
JAM2 short isoform	CCTTGGTCTACTACCAACAGG	GTAATACCATCCAGGCTGCTG	RT-PCR
JAM2 long isoform	CTAAAGTCACTACGATGAGCG	GTCAGACACAAGATGCCAGG	RT-PCR
POU5f1 short 3′UTR	CACATCGCCAATCAGCTTGG	TTGCCTTGGCTCACAGCATC	RT-PCR
POU5f1 long 3′UTR	CACATCGCCAATCAGCTTGG	TCAGCAGTTAGGAGCTATGGC	RT-PCR
HA-primer	GTACCCTTATGACGTGCCCG		RT-PCR
POU5f1	CTGCCCAACTCCATGCTTGG	ATGGCATCGGCTAAAGCACC	ChIP, DRIP
CARM1	GAGGAGGGTACATCCTCAAC	CGGCACTATTGTCTACTGTGG	DRIP
SOD3	GCTTCGACCTAGCAGACAGG	CACCACGAAGTTGCCAAAGT	DRIP

## Supplementary information

Supplemental Information

Suppl. Figure 1

Suppl. Figure 2

Suppl. Figure 3

Suppl. Figure 4

Suppl. Figure 5

Suppl.Figure 6

Suppl. Table 1

Suppl. Table 2

Suppl. Table 3

# Supplementary material for: Impaired stem cell differentiation and somatic cell reprogramming in DIDO3 mutants with altered RNA processing and increased R-loop levels
**Source:** Cell Death Dis. 2021 Jun 21;12(7):637. doi: 10.1038/s41419-021-03906-2
**Supplement:** Supplementary file 1 — Supplemental Information

**Supplemental Information**

**Supplemental Figure Legends**

**Suppl. Figure 1. *Analysis of RNA-seq and ChIP-seq data* related to Figure 2**

**a)** Log 2 ratios of exons with a 1.5-fold change in DIDO3ΔE16 versus WT (blue dots) and the same exons recovered in DIDO3ΔCT+HADIDO3 versus WT (red dots); analyzed with the DEXSeq program.

**b) DIDO1 isoform is absent in DidoΔE16 ESC**

IGV image shows the *DIDO* locus with aligned, normalized RNA-seq reads of triplicates of WT, DIDO3ΔE16, and DIDO3ΔCT+HADIDO3 ESC. Arrows indicate missing DIDO1-specific reads in DIDO3ΔE16, and recovered expression after HADIDO3 overexpression in the DIDO3ΔCT mutant.

**c) DIDO3 peaks are present in genomic regions with high gene density**

Association of DIDO3 peaks from ChIP-seq data (GEO: GSE85029) on the chromosomes. In the Y-axis (peak height) shows the MACS score according to the BED file. Numbers at right include HADIDO3 binding sites and gene density per chromosome in parentheses. Mouse chromosomes have a mean gene density of 10.1 ± 2.3 genes/Mbp (Mayer et al., 2005).

**d) Significantly enriched GO terms (biological processes) identified in the differentially expressed genes**

Intersection (%): number of genes and percentage of genes annotated with a given term. fold enrichment (or enrichment score): geometric mean of all the enrichment P-values of associated terms. The whole mouse genome was used as a background list. P-value: significance of gene-term enrichment. P-value <0.05 suggests that term is significantly more enriched than random chance in the study. FDR: Benjamini-Hochberg false discovery rate multiple testing correction of enrichment P-values. As a reference for comparison, we included the general GO term GO:0009987 "Cellular process" which contains about 78-81% of all genes in the two input lists, DEXSeq and 3’UTR-2kb.

**Suppl. Figure 2*. Example genes with altered RNA expression but no difference in protein expression* related to Figure 2**

**a**) *KLF3* example gene: IGV image shows *KLF3*-locus, aligned and normalized RNA-seq reads of triplicates of WT, DIDO3ΔE16, and DIDO3ΔCT+HADIDO3 ESC, as well as DIDO3 ChIP-seq peaks (red) with overlapping RNA pol II S2p peaks (green) and defined 3’UTR regions (blue). Arrows indicate reads of defined 3’UTRs.

**b**) Different abundance of KLF3 short isoform1 and long isoform2 (indicated in a) confirmed in WT, DIDO3ΔE16 and DIDO3ΔCT+HADIDO3 RNA tested by RT-PCR.

**c**) Western blot analysis of lysates of ESC and embryonic bodies without LIF at d1 and d3, comparing KLF3 protein levels in WT, DIDO3ΔE16 and DIDO3ΔCT+HADIDO3 cells.

**d**) *WDR33* example gene: IGV image illustrates *WDR33* locus, aligned and normalized RNA-seq reads of triplicates of WT, DIDO3ΔE16, and DIDO3ΔCT+HADIDO3 ESC as well as DIDO3 ChIP-seq peaks (red) with overlapping RNA pol II S2p peaks (green) and defined 3’UTR regions (blue). Arrow indicates read-through of the last defined 3’UTR.

**e**) Different abundance of WDR33 short 3’UTR and long 3’UTR (indicated in a) confirmed in WT, DIDO3ΔE16 and DIDO3ΔCT+HADIDO3 RNA tested by RT-PCR.

**f**) Western blot analysis of lysates from ESC and embryonic bodies without LIF at d2, comparing WDR33 protein levels in WT, DIDO3ΔE16, and DIDO3ΔCT+HADIDO3 cells.

**Suppl. Figure 3. *Coincidence of R-loops* related to Figure 4**

**a)** DIDO3 binding sites on DNA, alone or with overlapping binding sites of RNA pol II S2p (R2S) and/or R-loops, preferentially at 3’UTR of genes, and their percentage of alterations depending on proximity to neighbor genes.

**b**) Slotblot analysis of DIDO3ΔE16 and WT genomic DNA, untreated or pretreated with different RNase enzymes (H1: DNA/RNA hybrids, III: dsRNA, T1: ssRNA) as specificity control for S9.6 mAb.

**c)** Results of qPCR from DRIP (DNA-RNA immunoprecipitation) inputs and precipitates with S9.6 mAb, alone or RNaseH1-treated; relative DRIP signal as the ratio between IP/input is shown for *CARM1*, *POU5f1*, and *SOD3*.

**d**) Western blot analysis of lysates of WT and DIDO3ΔE16 ESC, both transfected with empty vector=V, mouse HA-tagged RNaseH1=RH1, or Kozak optimized mouse HA-tagged RNaseH1=KRH1.

**e**) Abundance of *POU5f1* short and long 3’UTR in WT and DIDO3ΔE16 ESC transfected with V, RH1, or KRH1 (see d); β-ACTIN was used as control for equal RNA amounts. A representative experiment is shown (n=4).

**f**) Contour density blot of WT and DIDO3ΔE16 ESC (24-h serum-starved G1-enriched cells, serum-released) after a 30 min pulse with EdU, showing incorporation of EdU and reentry into the cell cycle.

**Suppl. Figure 4. *R-loops, DNA damage, and replication stress in DIDOΔNT MEF* related to Figure 5**

**a)** S9.6 fluorescence intensity to detect R-loops and of γ-H2Ax to detect DNA damage was quantified in the nucleus of WT and DIDOΔNT MEF. At least 100 cells were analyzed from three different experiments. Specificity for S9.6 mAb was controlled after RNase H1 treatment. Scatter dot blot with median is shown. Statistical analysis was performed with the one-way ANOVA t-test, ** *P*≤0.01.

**b)** 53BP1 fluorescence intensity to detect replication stress was quantified in the nucleus of WT versus DIDOΔNT MEF. At least 170 cells were analyzed from three different experiments. Scatter dot blot with median is shown.

**Suppl. Figure 5. *Reprogramming of DIDO3ΔE16/4F-MEF* related to Figure 6**

**a**) Deletion efficiency by genotype PCR for WT and DIDO3ΔE16 MEF before and after AdCre infection.

**b**) Deletion efficiency analyzed in western blot with anti-DIDO antibody in lysates of WT and DIDO3ΔE16 MEF before and after AdCre infection, using TUBULIN as loading control.

**c**) Immunofluorescence for the stemness-related markers NANOG, OCT4, SOX2, and SSEA‑1 in DIDO3ΔE16 iPSC colonies. Bar =50 μm.

**d**) Western blot analysis of lysates from iPSC and embryonic bodies from heterozygous and homozygous DIDO3ΔE16 iPSC at different times after LIF withdrawal, monitoring DIDO3, DIDO3ΔE16, and OCT4 protein levels, using TUBULIN as loading control.

**Suppl. Figure 6. *Reprogramming of DIDOΔNT****/****4F****-****MEF* related to Figure 6**

**a**) Immunofluorescence for the stemness-related markers NANOG, OCT4, SOX2, and SSEA-1 in DIDOΔNT iPSC colonies. Bar = 50 μm.

**b**) Immunofluorescence for the differentiation-related markers for all three germ layers (TUJ1, ectoderm marker; ASMA, mesoderm; FOXA2 and AFP, endoderm) in DIDOΔNT iPSC colonies. Bar = 50 μm.

**Supplemental Tables and Legends**

**Suppl. Table 1*. RNA-seq analysis by DEXSeq.* Related to Figure 2.**

Exon expression alterations were obtained with the DEXSeq program (https://bioconductor.org/packages/DEXSeq/). FDR <0.01

index original: exon order

Ensembl_gene_ID: Ensembl gene identifier

dCT_log2FC: exon usage log2 fold change between DIDO3ΔCT+HADIDO3 mutant and WT ESC

dE16_log2FC: exon usage log2 fold change between DIDO3ΔE16 mutant and WT ESC

gene_symbol: Entrez gene symbol

**Suppl. Table 2. *RNA-seq analysis by edgeR*. 

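All 860 transcripts of Supplementary Table 2 were among the features tested here, and all had the same sign of change in DIDO3ΔE16 as the paper reports. With limma in place of the test of the authors, 772 were altered and 88 were not. The log2 fold changes correlated with those of the paper at r = 0.991 across transcripts in DIDO3ΔE16 and at r = 0.932 in DIDO3ΔCT+HADIDO3; transcripts are not independent replicates. The median difference from the paper's value was −0.0533 on the log2 scale in DIDO3ΔE16. Of the 860, 552 were higher and 308 lower in DIDO3ΔE16. In the comparison of DIDO3ΔCT+HADIDO3 with WT, 150 of them were altered, 145 in the direction opposite to that in DIDO3ΔE16 and 5 in the same direction. The direct comparison of DIDO3ΔE16 with DIDO3ΔCT+HADIDO3 called 695 of them in the same direction. At 447 transcripts (52.0%) the feature shares bases with another on its strand, and 128 of these had a change of at least 8-fold in the paper's values, compared with 43 of the other 413.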

Related to Figure 2.**

Gene expression alterations were obtained with the edgeR program (https://bioconductor.org/packages/edgeR/)

Gene names in Bold (column F, "gene_symbol") coincide with the ChIPseeker "flank gene" annotation in Table S3 (column Q, "flank_symbol").

dE16_log2FC: Gene expression changes, log2 fold change between DIDO3ΔE16 mutant and WT ESC

dE16_FDR: adjusted p-values

dCT_log2FC: Gene expression changes, log2 fold change between DIDO3ΔCT+HADIDO3 mutant and WT ESC

dCT_FDR: adjusted p-values

transcript_ID: UCSC transcript identifier

gene_symbol: Entrez gene symbol

exons: annotated transcript exons

**Suppl. Table 3*.HADIDO3 ChIP-seq analysis by ChIPseeker*. Related to Figure2.**

ChIP-seq annotations were obtained with the ChIPseeker program (https://bioconductor.org/packages/ChIPseeker/)

A detailed description about the ChIPseeker commands and their output files is available at https://bioconductor.org/packages/release/bioc/vignettes/ChIPseeker/inst/doc/ChIPseeker.html#peak-annotation

Gene names in Bold (column Q, "flank_symbol") means that expression alterations in their 3'UTR were detected by RNA-seq experiments. These genes are in bold in Table S2 (column F, "gene_symbol").

NA: in columns M to Q means that a flank-gene was not detected in the close neighborhood (+/- 5kb) of the binding site.

NA: in column K means that an Ensembl gene identifier is not asigned to a specific gene symbol.

**Suppl. Table 4. *Peak overlap enrichment analysis*. Related to Figure 4.**

| **qSample ^(a)^** | **tSample ^(b)^** | **qLen ^(c)^** | **tLen ^(d)^** | **N_OL ^(e)^** | **N_OL (%qLen) ^(f)^** | **p-value ^(g)^** | **p-adjust ^(h)^** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| HADIDO3 | RNA pol II S2P | 2888 | 4531 | 1900 | 65.8% | 9.9e-05 | 1.5e-04 |
| HADIDO3 | R-loops | 2888 | 53667 | 1793 | 62.1% | 9.9e-05 | 1.5e-04 |
| HADIDO3 | H3K4me3 | 2888 | 23360 | 108 | 3.7% | 0.13 | 0.17 |

^(a)^ Query ChIP-seq sample, ^(b)^ Target ChIP-seq sample, ^(c)^ Number of query peaks, ^(d)^ Number of target peaks, ^(e)^ Number of overlapped peaks between query and target, ^(f)^ Percentage of overlapped peaks, ^(g)^ calculated p-value by ChIPseeker, ^(h)^ p-value correction (FDR) according to the Benjamini and Hochberg method. The values were obtained using the ChIPseeker command enrichPeakOverlap(queryPeak=file1, targetPeak=file-list, TxDb= TxDb.Mmusculus.UCSC.mm10.knownGene, pAdjustMethod="BH", nShuffle=10000, chainFile=NULL, verbose=FALSE) and a number of randomly permutations in the genomic locations of 10000. The ChIP-seq datasets used were: HADIDO3 (GEO: GSE85029), RNA pol II S2P (GEO: GSE34520), R-loops (GEO: GSE70189), and H3K4me3 (GEO: GSE36114).

**Suppl. Table 5**. ***List of genes associated to RNA splicing, RNA termination, RNA elongation rate, and R-loop dynamics*. Related to Figure 4.**

| ***Gene*** | ***Chr*** ^(a)^ | ***ChIP-seq*** ^(b)^ | ***RNA-seq*** ^(c)^ | ***Function*** ^(d)^ |
| --- | --- | --- | --- | --- |
| ***Primary target gene*** | | | | |
| *DHX16* | Chr17 (+) | MACS_peak_1221  MACS_peak_1220 | log_2_FC = -1.07  FDR = 6.49e-04 | mRNA splicing |
| *HMGA1* | Chr17 (+) | MACS_peak_1174  MACS_peak_1175 | log_2_FC = -1.5  FDR = 2.77e-10 | 3'-end processing of mRNA transcripts; binds A+T rich regions |
| *PABPC1* | Chr15 (-) | MACS_peak_924 | log_2_FC = 0.89  FDR = 0.5 ^(e)^ | Binds the poly(A) tail of mRNA; mRNA splicing; mRNA stability |
| ***Secondary target gene (downstream)*** | | | | |
| *SETd5* | Chr6 (+) | - | log_2_FC = -4.17  FDR = 3.28e-26 | Allows on-time RNA elongation dynamics; regulates neural stem cell proliferation |
| *SUGP1* | Chr8 (+) | - | log_2_FC = -1.07  FDR = 2.46e-02 | mRNA splicing |
| ***Confirmed and putative DIDO3 interactions in large protein complexes*** | | | | |
| *DHX9* | Chr1 (-) | MACS_peak_121  MACS_peak_122  MACS_peak_123 | - | Unwinds R-loops; Binds dsDNA, ssDNA, dsRNA, ssRNA and poly(A)-containing RNA |
| *DHX30* | Chr9 (-) | MACS_peak_2837 | - | RNA-dependent helicase; Nervous system development and differentiation |
| *DDX39b* | Chr17 (+) | MACS_peak_1214 | - | Cotranscriptional and nonscheduled  R-loop removal |
| *SETX* | Chr2 (+) | MACS_peak_1482 | - | mRNA splicing efficiency; Splice site selection; R-loop resolution at G‑rich pause sites located downstream of the poly(A) site |

^(a)^ Gene position is represented by chromosome (Chr) number and strand directions in parenthesis (forward (+) and reverse (-)); ^(b)^ Unique identifiers of ChIP-seq peak according to the HADIDO3 dataset (GEO: GSE85029); ^(c)^ Gene expression changes, log2 fold change (log_2_FC) and adjusted p-values (FDR) between DIDO3ΔE16 and WT ESC, were calculated from RNA-seq data in edgeR. ^(d)^ UniProtKB annotations (www.uniprot.org), ^(e)^ A significant alteration with FDR <0.05 was not detected. 

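Sugp1 is listed in Supplementary Table 2 by feature uc009lyn.1, which had 18.4 ± 0.917 TPM (SD, n = 3) in WT, 8.63 ± 0.971 in DIDO3ΔE16 and 20.4 ± 1.34 in DIDO3ΔCT+HADIDO3. Its log2 fold change in DIDO3ΔE16 was −1.14 (adjusted p = 0.00298, limma with Benjamini-Hochberg adjustment). The more abundant feature of the gene, uc009lym.1, had 25.8 ± 0.937 TPM in WT and 26.7 ± 0.848 in DIDO3ΔE16, and its other feature, uc009lyo.1, had 14.7 ± 0.642 and 20.9 ± 2.92 (log2 fold change 0.44, adjusted p = 0.0593, limma with Benjamini-Hochberg adjustment). TPM summed over all transcripts of Sugp1 had a log2 fold change of −0.135 in DIDO3ΔE16 (adjusted p = 0.061, limma with Benjamini-Hochberg adjustment). Pabpc1 (uc007vmx.2) had 312 ± 43.9 TPM in WT and 317 ± 33.5 in DIDO3ΔE16, a difference smaller than the spread between libraries. The log2 fold change was −0.25 (standard error 0.19) for Ddx39b (uc008che.1), a feature with 1 bp of annotated 3′UTR in 2001 bp. Dhx30 (uc009rtg.2) was listed at 0 TPM in all libraries.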

Hyphens (-) indicate that ChIP-seq peaks or gene expression changes were not detected.

How the deposited data were processed for this re-analysis (not part of the article)

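RNA-seq of ESC was analysed in 9 libraries: 3 of WT, 3 of DIDO3ΔE16 and 3 of DIDO3ΔCT+HADIDO3. The labels name 4 WT samples, but replicates 2 and 3 share a library number and were taken as 1 library, so WT comprised replicates 1, 2-3 and 4. The authors aligned the reads to mm10 with BWA-MEM (0.7.15), removed duplicates with Picard (2.9.0) and ran StringTie (1.3.3) in reference-only mode on UCSC 3′UTRs with 2 kb added; the command line in the file headers names no strand option. The TPM values were made by StringTie as deposited by the authors, per feature and library, without scaling between libraries. Mean coverage per feature was used for depth only. The authors tested these values with edgeR. Read counts per feature were not used here, so limma on log2 TPM took its place. The exon analysis of the authors, the IGV tracks and the ChIP-seq data were not analysed here.

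There were 43031 features with a median length of 2877 bp at 28730 distinct sites; 42367 were given a mouse gene symbol from the annotation. Of these features, 15615 share no base with another feature on their strand, and 8097 (18.8%) overlap a feature on the opposite strand. For each comparison, a feature was tested if its TPM was above 0 in every library. Libraries were scaled by a trimmed mean of log2 ratios (30% trimmed at each end), 0.1 was added, and log2 values were fitted with limma (3.58.1, R 4.3.3) using moderated 2-sided t tests with trend and robust estimation, adjusted by Benjamini-Hochberg. Summaries used Python (3.11.15), numpy (2.4.6), pandas (2.3.3) and scipy (1.17.1). A feature was called at an absolute log2 fold change of at least 0.7 and an adjusted p under 0.05. The comparisons were DIDO3ΔE16 with WT, DIDO3ΔCT+HADIDO3 with WT, and DIDO3ΔE16 with DIDO3ΔCT+HADIDO3. A feature called in DIDO3ΔE16 and tested in DIDO3ΔCT+HADIDO3 counted as recovered if it was not called in the same direction there.

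Bases in features ranged from 1.46 Gb (DIDO3ΔE16 replicate 1) to 2.62 Gb (DIDO3ΔCT+HADIDO3 replicate 3). The procedure was tested on simulated data: 5 sets of null libraries, each with 200 features changed. It recovered 52.8% of them (40.6% at a log2 change of 1 and 65% at 2), with a mean of 5.8 false calls per set and 0 with the wrong sign. A feature that is not called can therefore still have changed. In the data 3093 features were called in DIDO3ΔE16. The share recovered depends on how many features change, so these percentages need not hold for the data.

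Genes named in the text are those the paper names, by the transcript of its Supplementary Table 2 or else the most abundant feature; the 3 largest increases and the 3 largest decreases among called features with a mean of at least 1 TPM in either group and no overlap between groups; and genes of the lists. The result of 1 gene is not reported here. The lists hold pluripotency genes, germ layer genes, genes of feeder fibroblasts, X and Y genes, and the genes of Supplementary Table 5, each gene by its most abundant feature. The alternatives were pseudocounts of 0.01 and 1, filters, no scaling, quantile normalization, 1 fit of all 9 libraries, flow cell family as a covariate, moderation without trend, an adjusted p of 0.01, a 1.5-fold change, TPM summed over all transcripts of a gene, leaving out each library, and the replicate number as a block. Comparisons, thresholds, lists and these alternatives were set before the data were examined. TPM summed over features with the same coordinates, and only features that share no base with another on the same strand, were chosen after seeing the data.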

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

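Among the tests below, those of whole chromosomes and of the Y genes were set before their result was seen; those on the X chromosome as a whole, on shared bases, on the division of reads, on a few strongly changed genes, on chromosome 1 and the flow cell, on chromosomes 10 and 14 and on Zscan4 were chosen only after the result was seen.

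The paper does not report expression by chromosome. In DIDO3ΔCT+HADIDO3, the median log2 fold change relative to WT over 1192 sites of chromosome 1 was 0.269, the farthest of all chromosomes, and it was 0.00178 in DIDO3ΔE16. Relative to the WT mean and the other chromosomes, the 3 libraries lay at 0.297, 0.293 and 0.331. Gain of the whole chromosome in part of the cells is a candidate explanation. The size is below that of a gain of 1 copy in every cell. The median was 0.319 over features that share no base with another on their strand, 0.26 against the 1 WT library of the flow cell family of the mutants, 0.346 without scaling and 0.29 with quantile normalization. Of the sites, 68.9% were higher, so a few strongly changed genes do not account for it. The 10 windows of 20 Mb had medians of 0.178 to 0.357. In DIDO3ΔE16 the chromosome farthest from the others was 18, with a median of −0.0632, which gives no sign of such a gain. DNA copy number was not analysed here.

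A pattern outside the genes the paper discusses also appeared on chromosome 14 in DIDO3ΔCT+HADIDO3. In a distal stretch that starts at 95 Mb the median log2 fold change over 53 sites was 1.07 (47 higher, 6 lower), and in the stretch from there to the end of the chromosome it was −0.667 over 27 sites (5 higher, 22 lower). In DIDO3ΔE16 the same medians were −0.0352 and 0.00673. The borders were drawn from these data. A first test on windows of 5 Mb did not set it apart from chance: the largest window had 1.23, and the largest in 1000 shuffles 1.43. A second test on blocks of 50 neighbouring sites was chosen after that: the largest block had 1.06 and the largest in shuffles 0.71; 10 of 1999 overlapping blocks, on chromosomes 4, 13 and 14, exceeded it. Over features that share no base with another on their strand, the median of the first stretch was 1.15. A change of copy number is a candidate explanation, and neighbouring genes that are regulated together is another; neither was tested.

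The same windows of 5 Mb gave 1 that exceeded the shuffles in DIDO3ΔE16, outside the genes the paper discusses. On chromosome 10 from 100 to 105 Mb the median over 19 sites was 2.53 (78.9% higher), and the largest in 1000 shuffles was 1.55, which argues against chance; the shuffles treat neighbouring sites as independent. The rise lay in 12 sites of predicted genes, named after their values were seen: 6 from Gm4301 to Gm4312 and 6 from Gm21293 to Gm4340. All 12 were higher and 10 were called; of the other 7 sites, 3 were higher and 4 lower. TPM summed over the 12 was 25.6 ± 4.51 (SD, n = 3) in WT, 196 ± 89.1 in DIDO3ΔE16 and 74.4 ± 3.25 in DIDO3ΔCT+HADIDO3. Reads shared between paralogs among the 12 would leave the sum unchanged, and its log2 fold change of 2.83 in DIDO3ΔE16 argues against that. Reads from similar sequences elsewhere and joint regulation of these genes were not tested and stay open. No block of 50 sites exceeded its shuffles in DIDO3ΔE16 (largest 0.535, shuffles 0.716).

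Genes of the Y chromosome were expressed in WT and DIDO3ΔE16 and nearly absent in DIDO3ΔCT+HADIDO3, which the paper does not report. TPM summed over the features of each gene was 20.1 ± 2.94 (SD, n = 3) in WT for Ddx3y, 10.7 ± 2.11 for Eif2s3y, 4.79 ± 0.344 for Kdm5d and 6.98 ± 1.17 for Uty. In DIDO3ΔE16 it was 40.2 ± 2.09, 11.4 ± 0.885, 4.8 ± 1.11 and 8.44 ± 0.455. In DIDO3ΔCT+HADIDO3, Ddx3y had 0.0239 ± 0.017, and the other 3 were listed at 0 in all libraries. So 4 Y genes were above 1 TPM in every WT and DIDO3ΔE16 library and under 0.1 in every DIDO3ΔCT+HADIDO3 library, as a different sex of the cell lines and loss of the Y chromosome in culture both predict. The Y genes alone do not tell these apart, and Xist and Tsix have no feature. The median log2 fold change over 719 sites of the X chromosome was −0.104 in DIDO3ΔCT+HADIDO3 (41.6% higher), which argues against a second active X chromosome there; a single or an inactivated second X stays open. Among the list of X and Y genes, 3 were tested in DIDO3ΔE16 and 0 had an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment). The comparison of DIDO3ΔCT+HADIDO3 with WT therefore differs in more than DIDO3.

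Values of the 3′UTR + 2 kb analysis were unstable at sites that list several transcripts, which the paper does not report. Of 7171 sites with at least 10 TPM that share a base with another feature on their strand, 1885 (26.29%) differed by more than 10-fold between libraries of 1 group, against 9 of 6222 (0.1446%) that share none. This is consistent with an effect of the quantification of features that share bases. A plain division of reads among the features of a site would leave the sum unchanged, but of 4179 sites listed more than once and overlapping nothing else, 797 (19.07%) differed that much in their sum.

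The Zscan4 genes, which the paper does not report, were higher in both mutant lines. TPM summed over 6 features was 48.5 ± 3.12 (SD, n = 3) in WT, 269.9 ± 30.7 in DIDO3ΔE16 and 147 ± 6.48 in DIDO3ΔCT+HADIDO3. The log2 fold change was 2.47 in DIDO3ΔE16 and 1.60 in DIDO3ΔCT+HADIDO3, and all 6 features were called higher in both lines. Reads shared between paralogs would move between members and leave the sum unchanged, which the sum of 2.47 argues against. A higher share of cells that express these genes is a hypothesis that was not tested here.

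For 1 feature each of 4 genes the effects in the 2 lines differed in direction or size, as tested in the direct comparison of DIDO3ΔE16 with DIDO3ΔCT+HADIDO3. The log2 fold change in it was 2.305 for Jam2 uc007ztg.2 (adjusted p = 1.79e-05, limma with Benjamini-Hochberg adjustment), 2.644 for Klf3 uc008xmt.1 (1.79e-05), 1.411 for Wdr33 uc008eis.2 (8.95e-05) and −1.745 for Dhx16 uc008ciw.2 (9.67e-05). Relative to WT, these 4 features moved in opposite directions in the 2 lines. With TPM summed over all transcripts of the gene, Klf3, Wdr33 and Dhx16 still did, but Jam2 was higher in both lines, with log2 fold changes of 1.329 in DIDO3ΔE16 and 0.2995 in DIDO3ΔCT+HADIDO3; its upstream feature uc007ztf.1 was also higher in both (0.137 and 0.733). Which of the 2 lines differs because of DIDO3 was not tested, because the lines also differ in the ways given above.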

How the results depend on the processing

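The tests of other splits and of the differences between cell lines were chosen only after the result was seen. For each result the cause of a change under an alternative was not tested.

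An adjusted p of 0.01 left 1840 called features in DIDO3ΔE16, 2163 in DIDO3ΔCT+HADIDO3 and 1492 recovered ones. Only features that share no base with another on the same strand gave 3612 in the direct comparison of the lines, 1462 recovered, and 401 of the 413 transcripts of Supplementary Table 2 that have such a feature. The correlation of the 2 comparisons with WT, 0.317, was 0.1203 with those features and 0.5693 with flow cell family as a covariate.

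With the replicate number as a block, the direct comparison called 4640 features in place of 5766. The numbers do not pair the samples: deviations of libraries with the same number correlated at 0.0285, −0.0199 and −0.0152, within the range of those with different numbers (−0.0284 to 0.0451).

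Of 1182 alternatives for 68 results of named genes, 49 reversed the direction, 41 were weaker, 11 stronger and 16 moved. Most of the reversed values lie near 0 or come from sums. For TPM summed over all transcripts of the gene symbol, Dido1 uc008ojq.2 and uc008ojv.2 had 0.3698 in DIDO3ΔE16, Jam2 had 0.2995 in DIDO3ΔCT+HADIDO3, and Dido1 uc008ojv.2 −0.2236, Carm1 0.006499, Pabpc1 −0.1577 and Sugp1 −0.2017 there. In DIDO3ΔE16 this sum was −0.1475 for Pou5f1, −0.1727 for Cdk2, 1.207 for Jade1, −0.01438 for Klf4 and 0.07317 for Zfp42; for Kat5, which kept its direction but was not called, it was 0.05475. TPM summed over features with the same coordinates gave −0.2658 for Dido1 uc008ojv.2 in DIDO3ΔCT+HADIDO3, and in DIDO3ΔE16 −0.1401 for Pou5f1, −0.1652 for Cdk2, −1.019 for Kat5, 1.214 for Jade1 and 0.08063 for Zfp42.

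Without scaling, the value was 0.08402 for Carm1 and 0.06103 for Pou5f1 in DIDO3ΔCT+HADIDO3, and 0.02659 for Pabpc1 in DIDO3ΔE16. Quantile normalization gave 0.07363 and 0.08334 for Carm1 and Pou5f1 in DIDO3ΔCT+HADIDO3, and 0.03961 and 0.02575 for Pabpc1 and Zfp42 in DIDO3ΔE16. Flow cell family as a covariate gave 0.2202 for Pou5f1 in DIDO3ΔCT+HADIDO3, and 0.2199 and −0.02222 for Pabpc1 and Lin28a in DIDO3ΔE16. All 9 libraries in 1 fit gave 0.002485 for Carm1 in DIDO3ΔCT+HADIDO3 and −0.005969 for Klf4 in DIDO3ΔE16.

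Across the fits without 1 library, values in DIDO3ΔCT+HADIDO3 ranged from −0.2485 to 0.1662 for Dido1 uc008ojv.2, −0.1006 to 0.1221 for Carm1, −0.1733 to 0.2483 for Pou5f1, −0.1076 to 0.08218 for Pabpc1, −1.988 to 0.5816 for Setd5 and −2.166 to 0.2573 for Tcf19. Setd5 and Tcf19 changed direction without DIDO3ΔCT+HADIDO3 replicate 3. In DIDO3ΔE16 they ranged from −0.151 to 0.05664 for Pabpc1, −0.7164 to 0.3755 for Tcf19, −0.04547 to 0.03738 for Klf4, −0.155 to 0.108 for Zfp42 and −0.003772 to 0.06111 for Lin28a. Of 112 alternatives for the medians of lists, 15 moved; the feeder fibroblast median in DIDO3ΔCT+HADIDO3 was −0.319 without WT replicate 2-3 and −1.01 without DIDO3ΔCT+HADIDO3 replicate 2.

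For each comparison, 1 of the 10 splits of the 6 libraries, the real one, gave as many called features; the highest of the others gave 54 in DIDO3ΔE16 with WT, 59 in DIDO3ΔCT+HADIDO3 with WT and 36 in the direct comparison. With 10 splits a share under 0.1 cannot be reached.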

Differences from the paper's values

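The differences from the paper's values were not tested themselves. Calls and adjusted p values in this part are those of the limma fits. Of 18 values of named genes in DIDO3ΔE16 that the paper's Supplementary Table 2 gives, 0 differed in sign or by more than the replicate SD. Of 11 in DIDO3ΔCT+HADIDO3, 5 did: 3 by more than the SD (Wdr33, Dhx16 and Sugp1) and 2 in sign only, by less than the SD (Carm1 and Setd5). A gap is called closed where the value had the paper's sign and lay within the SD of the paper's value. For Carm1 the log2 fold change in DIDO3ΔCT+HADIDO3 was −0.000295 against the paper's 0.1. Of the alternatives set before the data were examined, no scaling (0.08), quantile normalization (0.07) and the fits without WT replicate 2-3 (0.06), without WT replicate 4 (0.04) and without DIDO3ΔCT+HADIDO3 replicate 1 (0.12) had the paper's sign and came closer to its value; all 9 libraries in 1 fit (0.002) and the sum over transcripts (0.006) had the paper's sign but stayed near 0, and the others had the other sign. For Wdr33 it was −0.52 against the paper's −0.43; no scaling (−0.44), quantile normalization (−0.47) and the fit without WT replicate 2-3 (−0.48) closed the gap, and the others did not. For Dhx16 it was 0.60 against the paper's 0.69; no scaling (0.68), quantile normalization (0.68) and the fits without WT replicate 4 and without DIDO3ΔCT+HADIDO3 replicate 3 (0.64 each) closed it, and the others did not. For Setd5 it was −0.90 against the paper's 0.27, and among the alternatives only the fit without DIDO3ΔCT+HADIDO3 replicate 3 (0.58) closed the gap. For Sugp1 it was 0.0627 against the paper's 0.15; no scaling (0.15), quantile normalization (0.07) and the fits without WT replicate 2-3, without WT replicate 4 and without DIDO3ΔCT+HADIDO3 replicates 2 or 3 closed it, and the others did not.

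In DIDO3ΔE16, Hmga1 had −1.63 against the −1.5 of the paper's Supplementary Table 5, while the paper's Supplementary Table 2 gives −1.56. A pseudocount of 1 (−1.61), no scaling (−1.58), quantile normalization (−1.53), flow cell family as a covariate, the 1 WT library of the mutants' flow cell family, and the fits without WT replicate 4 and without DIDO3ΔE16 replicates 1 or 2 closed the gap, and the others set before the data were examined did not. Pabpc1 had −0.0249 against the paper's 0.89, and none of the alternatives set before the data were examined closed the gap. The highest was 0.22 with flow cell family as a covariate. The paper marks its value as not significant and names no transcript there. The gene has 2 features, so the paper's value may belong to the other one. The number of recovered transcripts was 2353 against the paper's 860, and none of the alternatives set before the data were examined closed that gap. They gave 1492 to 2777. The 2 numbers need not count the same thing. The 2353 include 366 features altered in the opposite direction in DIDO3ΔCT+HADIDO3, and the paper states no rule for a return to normal levels.

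The paper's Fig. 2b shows Pou5f1 as higher in DIDO3ΔE16; the log2 fold change was 0.31 for its feature uc012arj.2, which was not called, and −0.14 for the sum over the site, which was chosen after seeing the data and in which WT replicate 4 lay above, and the other WT libraries below, every DIDO3ΔE16 library. The paper lists Yipf2 in Supplementary Table 2, and uc009oma.2 was not called here (−3.11, adjusted p = 0.0861, limma with Benjamini-Hochberg adjustment). It was called with all 9 libraries in 1 fit, with TPM summed over all transcripts of the gene, and without DIDO3ΔE16 replicate 3; over all alternatives set before the data were examined the limma adjusted p (Benjamini-Hochberg) ranged from 0.00379 to 0.319. It was also called with the sum over the site, chosen after seeing the values. Of the 860 transcripts of that table, the number called was 772, and 792 without scaling, the highest of the alternatives. The paper lists Klf3 among transcripts at normal levels after reconstitution, and its log2 fold change relative to WT was −1.82 in DIDO3ΔCT+HADIDO3.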

Other observations

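Tests of sequencing depth, of the flow cell family, of differences between cell lines apart from DIDO3, of shuffled calls, of the window on chromosome 2, of 8-fold changes and of Setd5 were chosen only after the result was seen; how the feeder fibroblast genes are counted, and how the test near Dido1 is read, were also settled then.

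Of the features called in DIDO3ΔE16, 67.4% were higher. Without the shallowest library, DIDO3ΔE16 replicate 1, the mean depth was 2.04 Gb in DIDO3ΔE16 and 2.06 Gb in WT, and 65.5% of called features were higher, which argues against sequencing depth. If reads ran into a gene from an expressed gene upstream on the same strand within 5 kb, such genes could be higher more often. Of these genes, 205 of 1772 (11.6%) were higher, against 12.9% of the others (odds ratio 0.8868, 2-sided Fisher's exact p = 0.129). Each feature covers only the 3′ end of a gene, so read-in that stops before that end would be missed. This test therefore cannot exclude read-in. Among genes with a convergent neighbour, 420 of 3846 (10.9%) were higher, against 13.3% of the others (odds ratio 0.7982, 2-sided Fisher's exact p = 0.000108). This is the opposite of what read-through from such a neighbour predicts. The neighbour was counted whether or not it was expressed. If reads generally continued past annotated ends, features with a short annotated 3′UTR would rise more, since more of them is added sequence. The difference of medians between features under 500 bp and over 1500 bp, matched on expression, was 0.00107 in DIDO3ΔE16 (2-sided permutation p = 0.944) and 0.0133 in DIDO3ΔCT+HADIDO3 (p = 0.433). Limits of 300 and 1000 bp, computed first by mistake, gave 0.00709 and 0.008 (permutation p = 0.655 and 0.637). Read-through at single genes is not excluded by these tests.

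Of 1092 called features at sites listed more than once, 928 (84.98%) kept call and direction when TPM was summed over the site, so the sharing out of reads among features with the same coordinates does not explain most calls. The largest ones differ: 223 of 1399 called features that share bases changed by at least 8-fold, against 83 of 1694 that share none (odds ratio 3.681), which is consistent with an effect of how features that share bases are quantified. For Setd5, lower in DIDO3ΔE16, the sum over the site differed 13.2-fold between DIDO3ΔCT+HADIDO3 libraries. Such an effect and a change of the gene cannot be told apart for Setd5, because the same instability is present in 1 group.

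In the fit without WT replicate 2-3, the 1 WT library of the flow cell family of the mutants, 2793 features were called in DIDO3ΔE16. Against that library, which had no part in the calls, 2354 of them (84.28%) kept direction and the fold threshold, which argues against the flow cell family of the other WT libraries as the source of most calls. That comparison has 1 library in an arm and no test. With flow cell family as a covariate 2180 features were called, and 1658 of the 3093 (53.6%) kept the call and direction. That fit sets the mutants against the same 1 WT library. Lost calls can therefore come from lost power as well as from the flow cell family, and these were not told apart.

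In DIDO3ΔE16, 80.25% of called features tested in both lines were not called in the same direction in DIDO3ΔCT+HADIDO3, fewer than when the calls of the 2nd line were shuffled among features of similar level (mean 90.58%), which leaves out the shared WT libraries. A return towards WT through HADIDO3 and changes that arose apart in each line cannot be told apart, because the labels do not tell independent cell lines apart and DIDO3ΔCT without HADIDO3 was not analysed here. For genes within 10 Mb of Dido1, 27 of 112 (24.1%) were called, against 17.9% elsewhere (odds ratio 1.46, 2-sided Fisher's exact p = 0.107). By this count, flanking DNA carried along with the targeted allele and chance cannot be told apart, because 112 genes are too few.

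In a window of 5 Mb on distal chromosome 2, near Dido1, 45 of 46 sites were higher in DIDO3ΔE16 and 10 were called, all higher; the median was 0.519, and −0.276 in DIDO3ΔCT+HADIDO3. The excess of sites higher over lower, divided by the square root of the sites, was 6.49; the largest in 1000 shuffles over 454 windows was 4.88, which argues against chance, though the shuffles treat neighbouring sites as independent. Of the 46 sites, 36 belong to Zfp and Gm genes, all higher, and 9 of the other 10 were higher. TPM summed over those 36 was 908.2 ± 101 (SD, n = 3) in WT and 1257 ± 147 in DIDO3ΔE16, and every DIDO3ΔE16 library lay above every WT library. Its log2 fold change of 0.468 argues against reads merely moved among these genes. In the stretch that follows, around Dido1 itself, 31 sites were higher and 43 lower. Flanking DNA and joint regulation of the Zfp and Gm genes were not tested for this window and stay open.

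Of the feeder fibroblast list, 19 genes were tested in DIDO3ΔE16, with a median log2 fold change of 0.918; 14 had an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment) among all features, 15 when adjusted over the list alone, and 10 were called, all higher, 7 of them in each of the 6 fits without 1 library. With flow cell family as a covariate, Col3a1, Col6a2, Postn and Fbn1 lost the call. Among the 14 genes with an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment), 1 gene, Fn1, was lower. RNA of feeder fibroblasts and a change within the ESC cannot be told apart, because several of these genes are also expressed in WT. Fn1 had 472.5 ± 21.1 TPM (SD, n = 3) there and Thbs1 152 ± 7.53. Sparc had a mean of 228, but its WT libraries ranged from 1.93 to 357 TPM. In DIDO3ΔCT+HADIDO3 the median was −0.688, which is the value of Sparc (standard error 3.14). There 7 genes were called lower, by up to −5.83 for Col1a2 (18.25 TPM in WT and 0.239 in DIDO3ΔCT+HADIDO3). Another 3 were called higher, by up to 2.35 for Pdgfrb. Of 11 genes with an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment, 13 when adjusted over the list alone), 4 moved against the others. Of these 4, Mmp2 and Pdgfrb lost the call in 5 of the 6 fits without 1 library. Genes at 0 TPM in a library were left out of the median and the counts. They were Col3a1 and Postn, lower there than in WT, and Dcn and Lum, near 0 TPM in both groups. The 4 genes that rose argue against a difference in RNA of feeder fibroblasts as the whole explanation there. Such a difference stays open as a part of it.

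Of 16 pluripotency genes, 7 had an adjusted p under 0.05 in DIDO3ΔE16 (limma with Benjamini-Hochberg adjustment; 7 when adjusted over the list alone), with a median of 0.292; 1 was called, Dppa3, at −1.34. In DIDO3ΔCT+HADIDO3 10 did (10 when adjusted over the list alone), with a median of 0.000533 and 2 called higher and 5 lower. Of 15 tested germ layer genes, 7 did in DIDO3ΔE16 (8 when adjusted over the list alone), with a median of −0.266, 3 called higher (Sox1, T and Eomes) and 4 lower; T and Eomes each lost the call in 5 of the 6 fits without 1 library, and the other 5 kept it in all. In DIDO3ΔCT+HADIDO3 7 of 15 did (7 when adjusted over the list alone), with a median of −0.472, 1 called higher (Kdr, which lost the call in 4 of the 6 fits) and 5 lower. With flow cell family as a covariate, Dppa3, T, Eomes, Gata6 and Sox7 lost the call in DIDO3ΔE16. A list's median near 0 over genes that move both ways decides nothing, and no biological explanation was tested for these lists. Of the 8 tested genes of Supplementary Table 5, 4 had an adjusted p under 0.05 in DIDO3ΔCT+HADIDO3 (limma with Benjamini-Hochberg adjustment, 4 when adjusted over the list alone). Their list had a median of −0.254, and 0 were called. This median ranged from −0.334 (without WT replicate 2-3) to −0.0984 (without DIDO3ΔCT+HADIDO3 replicate 3) in the fits without 1 library. It was 0.0101 with flow cell family as a covariate.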
